# The brittle star genome illuminates the genetic basis of animal appendage regeneration

**DOI:** 10.1038/s41559-024-02456-y

**Published:** 2024-07-19

**Authors:** Elise Parey, Olga Ortega-Martinez, Jérôme Delroisse, Laura Piovani, Anna Czarkwiani, David Dylus, Srishti Arya, Samuel Dupont, Michael Thorndyke, Tomas Larsson, Kerstin Johannesson, Katherine M. Buckley, Pedro Martinez, Paola Oliveri, Ferdinand Marlétaz

**Keywords:** Comparative genomics, Genome evolution

## Abstract

Species within nearly all extant animal lineages are capable of regenerating body parts. However, it remains unclear whether the gene expression programme controlling regeneration is evolutionarily conserved. Brittle stars are a species-rich class of echinoderms with outstanding regenerative abilities, but investigations into the genetic bases of regeneration in this group have been hindered by the limited genomic resources. Here we report a chromosome-scale genome assembly for the brittle star *Amphiura filiformis*. We show that the brittle star genome is the most rearranged among echinoderms sequenced so far, featuring a reorganized Hox cluster reminiscent of the rearrangements observed in sea urchins. In addition, we performed an extensive profiling of gene expression during brittle star adult arm regeneration and identified sequential waves of gene expression governing wound healing, proliferation and differentiation. We conducted comparative transcriptomic analyses with other invertebrate and vertebrate models for appendage regeneration and uncovered hundreds of genes with conserved expression dynamics, particularly during the proliferative phase of regeneration. Our findings emphasize the crucial importance of echinoderms to detect long-range expression conservation between vertebrates and classical invertebrate regeneration model systems.

## Abstract (web summary)

A newly sequenced genome of the brittle star *Amphiura filiformis* and gene expression profiling of adult arm regeneration reveal genes with conserved expression dynamics across invertebrates and vertebrates.

## Main

Brittle stars are by far the most speciose class of echinoderms; over 2,600 extant species occupy benthic marine habitats globally^1,2^. However, they remain poorly documented from a genomic standpoint, despite their broad interest to diverse fields including marine (palaeo)ecology, biodiversity monitoring, developmental biology and regenerative biology^2–9^.

The echinoderm phylum encompasses five classes with a well-resolved phylogeny^10–13^: brittle stars, sea stars, sea urchins, sea cucumbers and sea lilies/feather stars. Genomics in this phylum began with the pioneering effort to sequence the genome of the purple sea urchin (*Strongylocentrotus purpuratus*)^14^. Analysis of this genome provided broad insights into the evolution of diverse traits and biological processes^15–17^. In recent years, the taxonomic sampling of echinoderm genomes has steadily expanded^18–24^, enabling investigations into the evolution of new body plans and developmental strategies. However, given the deep evolutionary divergence of the five echinoderm classes (480–500 million years ago (Ma)), the lack of robust genomic resources for the brittle stars represents a problematic knowledge gap.

Adult echinoderms share a characteristic pentameral symmetry, which represents the most derived body plan among Bilateria^25^. Early analyses of sea urchin genomes unveiled local reorganizations within the Hox cluster, prompting speculation that they were associated with the evolution of this unique body plan^26–29^. However, the subsequent discovery of an intact Hox cluster in the crown-of-thorns sea star revealed that these rearrangements were not instrumental in the establishment of the pentameral symmetry^30,31^. These observations showcase the need to examine a more comprehensive sample of echinoderm whole genomes to accurately identify echinoderm-specific chromosomal rearrangements and subsequently investigate their functional implications.

Echinoderms exhibit extensive regenerative abilities. Species from each of the five classes are capable of varying levels of regeneration, including (larval) whole-body regeneration, appendage or organ regeneration^32^. Although species within nearly all major animal groups exhibit some regenerative capacity, it is not clear whether this trait is ancestral or independently acquired^33–35^. A comparative analysis of whole-body regeneration across a sea star larva, planarian worm and hydra has suggested that broadly conserved molecular pathways may mediate regeneration^36^. However, given the diversity of regenerative modes, additional comparative analyses of regenerating organisms are needed to fully understand the evolution of this complex process^33,34^. In particular, gene expression dynamics during regeneration have not been explicitly compared between invertebrates and vertebrates, partly because of the lack of gene expression profiling across comparable regenerating structures and difficulties in identifying orthologues among distant model systems. Echinoderms are more closely related to vertebrates than other classical invertebrate models of regeneration, hence providing a unique phylogenetic perspective. However, echinoderms remain largely underrepresented in transcriptomic assays of regeneration^5,37,38^.

The brittle star *Amphiura filiformis* is one highly regenerative echinoderm species: fully differentiated arms regrow in a few weeks following amputation and over 90% of individuals sampled in the wild display signs of arm regeneration^39,40^. Consequently, *A. filiformis* is emerging as a powerful model for animal appendage regeneration, with a well-established morphological staging system^41–47^. Here we report a chromosome-scale genome assembly for the brittle star *A. filiformis*. This resource is crucial to accurately capture the brittle star gene repertoire and probe genome-wide gene expression patterns during regeneration. We investigate the complex history of karyotypes, Hox cluster and gene family evolution across echinoderms and reveal that *A. filiformis* displays the most rearranged echinoderm genome sequenced so far. Moreover, we report that *A. filiformis* extensive regenerative capacities correlate with significant expansions of genes involved in wound healing. Finally, we generate extensive transcriptomic data from regenerating brittle star arms, which we analyse in a comparative framework with previously generated datasets from the crustacean *Parhyale hawaiensis*^48^ and the axolotl *Ambystoma mexicanum*^49^, to illuminate common genetic mechanisms of animal appendage regeneration.

## A chromosome-scale genome assembly for *A. filiformis*

We sequenced and assembled the genome of the brittle star *A. filiformis* using high-coverage long nanopore reads assisted with proximity ligation data for scaffolding (Methods). The haploid assembly spans 1.57 Gb and contains 20 chromosome-size scaffolds (>60 Mb) that account for 93.5% of the assembly length (Extended Data Fig. 1, N50: 68.8 Mb (scaffolds equals to or longer than this value contain half the assembly)). We annotated a total of 30,267 protein-coding genes (92.7% complete BUSCO score; Methods, and Supplementary Tables 1 and 2), which is in line with the predicted gene complements of other echinoderms^18–20,23,50^. In addition, we generated manually curated lists for *A. filiformis* genes associated with immunity, stemness, signalling and neuronal function as well as transcription factors (Supplementary Tables 3–5 and Methods). The *A. filiformis* genome represents to our knowledge the first high-quality and chromosome-scale genome assembly for the brittle star class (Supplementary Note 1) and fills an important gap in the echinoderm genomics landscape.

## The most rearranged genome among sequenced echinoderms

Chromosome evolution in echinoderms has primarily been investigated through the lens of sea urchin genomes. Sea urchins have globally preserved the ancestral bilaterian chromosomes^23,51,52^. However, they also underwent several chromosomal fusions whose origin cannot be established without examining more echinoderm genomes. To address this gap and document chromosome evolution across echinoderm lineages, we took advantage of chromosome-scale genomes released for sea stars, sea cucumbers and sea urchins^19,23,24^ and our brittle star genome. Using these genomes and selected outgroups, we reconstructed the linkage groups present in their ancestor (Eleutherozoa linkage groups (ELGs), Fig. 1a).

**Fig. 1:**
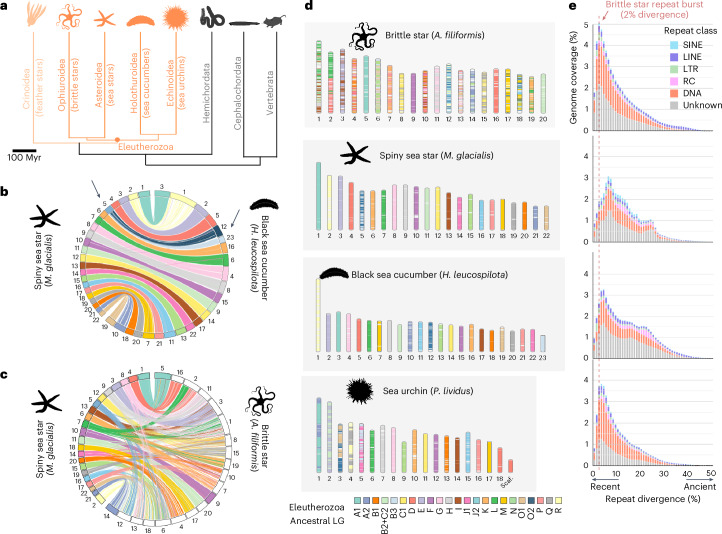
Chromosome evolution in echinoderms. **a**, Phylogenetic relationships of the five echinoderm classes (orange), with the position of the Eleutherozoa ancestor highlighted, and hemichordates and chordates as outgroups. Classes with available chromosome-scale genome assembly are shown in dark orange. Divergence times among echinoderms and with hemichordates were extracted from ref. ^13^, divergence with chordates from TimeTree^155^. **b**, Synteny comparison between the 22 chromosomes of spiny sea star and the 23 chromosomes of the black sea cucumber. The single macrosyntenic rearrangement between the two genomes is indicated with arrows. **c**, Synteny comparison between the 22 chromosomes of spiny sea star and the 20 chromosomes of brittle star. The three brittle star chromosomes with a one-to-one relationship with sea star chromosomes are shown with a colour matching its orthologous counterpart in spiny sea star (Fisher’s exact test *P*_adj_ < 10^−5^). **d**, Chromosome evolution in Eleutherozoa. We named the ancestral ELG using established naming conventions proposed for the 24 bilaterian ancestral linkage groups defined previously^23,52^. B2 + C2 corresponds to a fusion of bilaterian B2 and C2 present in the Eleutherozoa ancestor. **e**, Repeat landscapes for the brittle star and the three selected echinoderm genomes, with the *y* axis representing the genomic coverage and the *x* axis the CpG-corrected Kimura divergence to the repeat consensus. Species are presented in the same order as in **d**. The dashed red line indicates the repeat burst in the brittle star.

Only one interchromosomal macrosyntenic rearrangement occurred in the 500 million years (Myr) of independent evolution between the spiny sea star (*Marthasterias glacialis*) and the black sea cucumber (*Holothuria leucospilota*)^19,24^ (Fig. 1b and Methods). By contrast, the *A. filiformis* brittle star genome is extensively rearranged: only three chromosomes have a direct one-to-one orthology relationship with spiny sea star chromosomes (Fig. 1c). We reconstructed the ancestral ELGs on the basis of near-perfect conservation of macrosynteny between the spiny sea star and black sea cucumber and using outgroups to disentangle derived and ancestral chromosomal arrangements (Extended Data Fig. 2). We predicted that 23 ELGs were present in the eleutherozoan ancestor (Fig. 1d), descending from the 24 bilaterian linkage groups (BLGs)^52^ through the fusion of the BLGs B2 and C2. The black sea cucumber maintained the 23 ancestral ELGs, a single chromosomal fusion took place in the spiny sea star lineage (interchromosomal rearrangement rate of 0.002 event per Myr), five fusions occurred in the sea urchin *Paracentrotus lividus* (0.01 event per Myr) and 26 interchromosomal rearrangements in the brittle star *A. filiformis* (0.052 event per Myr; Extended Data Fig. 3). These results indicate that sea cucumbers, sea stars and sea urchins have broadly conserved the ancestral bilaterian linkage groups, whereas the brittle star genome is highly reshuffled. Examination of additional sea star and sea urchin genomes suggests that these trends might extend to species within their respective classes^14,21,23,53–57^ (Extended Data Fig. 3).

Among the four echinoderm genomes analysed, we find that repetitive elements coverage correlates as expected with genome size but not with rates of rearrangements. Repeat coverage is highest in the highly rearranged brittle star genome (1.57 Gb, repeat coverage 59.3%) and slowly evolving black sea cucumber *H. leucospilota* (1.31 Gb, 56.0%) compared with the sea urchin *P. lividus* (927 Mb, 49.2%) and spiny sea star *M. glacialis* (521 Mb, 47.6%). Repetitive elements accumulated more gradually in the slowly evolving sea star and sea cucumber genomes, compared with both the sea urchin and the brittle star which display recent bursts of repeat activity (Fig. 1e). Specifically, the brittle star genome is marked by a burst of repeat activity 10–15 Ma, consisting mostly of DNA transposons (peak of repeats with 2% divergence to consensus; Methods). We thus speculate that the evolutionary history of *A. filiformis* includes at least one period of genomic instability^58^. Together, these data highlight contrasting trends of chromosome evolution across echinoderm classes and indicate that *A. filiformis* is the most rearranged echinoderm genome among those sequenced so far.

## A locally rearranged Hox cluster

The organization of the Hox and ParaHox gene clusters has been documented in each class of echinoderms except for brittle stars^22,26,30,50,59^. To further explore the enigmatic evolution of these developmental homeobox gene clusters in echinoderms^31^, we investigated the structure of the *A. filiformis* Hox and ParaHox clusters. Notably, the *A. filiformis* Hox and ParaHox clusters both exhibit genomic rearrangements (Fig. 2, Extended Data Fig. 4 and Methods). Anterior Hox genes (*Hox1*, *Hox2* and *Hox3*) are inverted within the 3’ end of the cluster and *Hox8* was inverted and displaced between *Hox9/10* and *Hox11/13a*. Five repeat families are significantly expanded within the brittle star Hox cluster. The repeat family SINE/tRNA-Deu-L2 is significantly associated with breakpoint locations and may have contributed to the Hox1–Hox3 inversion through non-homologous repair (Benjamini–Hochberg (BH)-corrected permutation-based *P* < 0.05; Fig. 2b). Expanded repeats have an inferred divergence of 18–22% to their consensus, suggesting that they were active ∼100 Ma (Methods). While brittle star Hox reorganization is distinct from the one observed in sea urchins, in both cases one of the breakpoints is located near *Hox4* (Fig. 2c). Moreover, the brittle star ParaHox cluster also underwent disruptions (Fig. 2d), such that *Gsx* was tandemly duplicated to generate two paralogues (protein identity: 74%) located a long distance (>5 Mb) from *Xlox*-*Cdx*. Whereas *Xlox*-*Cdx* maintained close linkage in the brittle star, all three members of the ParaHox cluster are dispersed over their chromosome in sea urchins^59^.

**Fig. 2:**
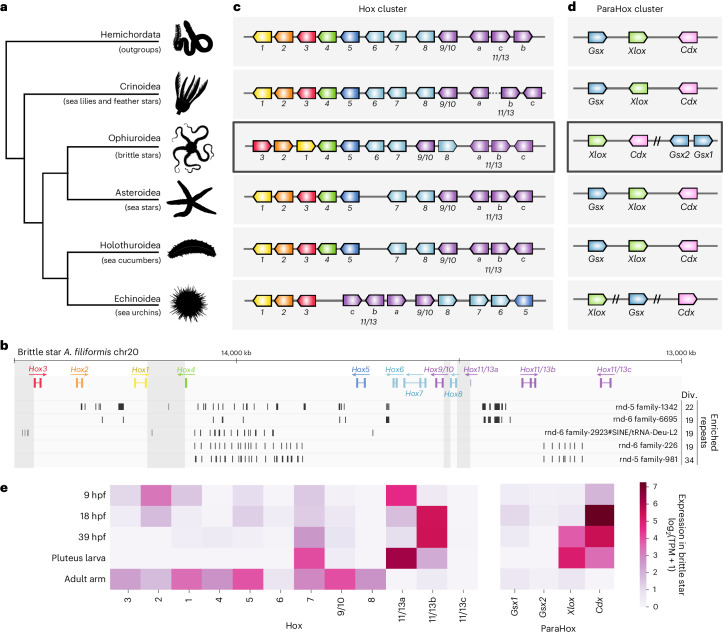
Hox and ParaHox clusters organization across echinoderms. **a**, Phylogenetic relationships among the five classes of echinoderms, with hemichordates as the outgroup. **b**, Genomic organization of the brittle star *A. filiformis* Hox cluster. Significantly expanded repeats at the Hox cluster location are represented in their respective tracks below Hox genes, with the average sequence divergence to consensus indicated (div., %). Divergence to consensus is a proxy for repeat age, where higher divergence indicates older repeat insertions. Vertical grey rectangles indicate breakpoint locations. **c**, Schematic representation of Hox cluster organization across echinoderms and outgroups, based on organization reported in *Saccoglossus kowalevskii* and *Ptychodera flava*^156^ for Hemichordata, feather star *Anneissia japonica*^50^ for Crinoidea, brittle star *A. filiformis* for Ophiuroidea, crown-of-thorns sea star *A. planci*^18,30^ for Asteroidea, Japanese sea cucumber *Apostichopus japonicus*^22,66^ for Holothuroidea and purple sea urchin *S. purpuratus*^26^ for Echinoidea. **d**, ParaHox gene cluster organization, based on the same genomes as in **b**. Double slashes indicate non-consecutive genes, all separated by distances >5 Mb on the same chromosome or scaffold. **e**, Expression of Hox and ParaHox genes throughout 4 brittle star developmental time points and in the adult arm. hpf, hours post fertilization. Expression data from refs. ^61–63^ were normalized across samples using the TMM method^146^ on the full set of brittle star genes, and shown as log_2_(TPM + 1).

Hox expression throughout echinoderm embryogenesis, larval stages and metamorphosis remains largely enigmatic and spatio-temporal expression does not follow classical Hox collinearity rules^31,60^. We investigated Hox and ParaHox gene expression during brittle star development using previously published datasets^61–63^ (Fig. 2e, Supplementary Table 1 and Methods). As in sea urchins^60^, *Hox1* and *Hox3–Hox6* are expressed at very low levels in the brittle star embryos and pluteus larvae (normalized transcript per million transcripts (TPM) < 2), but *Hox7*, *Hox11/13a* and *Hox11/13b* are highly expressed. However, in the brittle star, *Hox2* is expressed early in embryogenesis, with maximal expression at 9 h post fertilization, whereas sea urchins *Hox2* is not expressed during early development^60,64^. Expression patterns of the brittle star ParaHox genes (Fig. 2e) match those observed in sea stars^59^. By contrast, dispersion of the ParaHox cluster in sea urchins is associated with the distinct temporal activation of *Gsx*, *Xlox* and *Cdx* during embryogenesis^65^.

These results highlight intriguing parallels in the reorganization of developmental gene clusters and their expression patterns between brittle stars and sea urchins. Limited data are available on Hox gene expression in other echinoderm classes, but investigations in crinoids and sea cucumbers suggest that even in species with an intact Hox cluster, the anterior genes (*Hox1–Hox6*) exhibit low or no expression in early embryonic stages, whereas *Hox7* and *Hox11/13b* are expressed^66–68^. Together, these suggest that only a subset of Hox genes have a role in echinoderm embryogenesis^69^. We therefore speculate that the relaxation of expression constraints on Hox genes during echinoderm embryogenesis may have allowed for the rearranged Hox cluster architectures seen in the sea urchin and brittle star lineages.

## Expansion of regeneration-related gene families

To assess the functional implications of gene complement evolution in echinoderms, we first documented the duplication history of *phb* and *luciferase* genes, known to be important for echinoderm larval skeleton and bioluminescent abilities and extensively duplicated in *A. filiformis*^8,23,61,70^ (Extended Data Fig. 5 and Supplementary Note 2). We next inferred gene family expansion and contraction events along echinoderm evolution (Fig. 3a and Methods). In contrast to other deuterostome lineages, which exhibit either extensive gene losses^71^ or duplications^72^, we found that echinoderms harbour relatively stable gene complements (790 expanded or contracted of 10,367 tested families). Several Gene Ontology (GO) terms are systematically found in the expanded and contracted families of brittle star and other echinoderms (Fig. 3b, Supplementary Tables 6 and 7 and Methods). This includes several GO terms linked to immune-related processes (for example, ‘response to other organisms’, ‘leucocyte migration’, ‘cell recognition’), which encompass genes with elevated gene birth and death rates in animals (for example, Toll-like receptors)^73–75^. Some GO enrichments may reflect specific aspects of echinoderm biology. For instance, recurrent duplications of ‘regeneration-related’ genes may underlie the remarkable regenerative capacity of many echinoderms (Fig. 3b,c). 

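Several genes with names like those of the expanded families are in the part of Supplementary Table 2 used here. It lists 1193 genes of chromosome 1 of the *A. filiformis* assembly. Names are matches to SwissProt proteins, and membership of the families themselves was not checked. Plmn-20 (AFI31125), a plasminogen-like gene, lies on chromosome 1 from 9400916 to 9406886. In the arm regeneration series, in which each stage is a single sample, its expression was 74.12 TPM (kallisto abundance, rescaled between samples by the authors) in the non-regenerating control, 24.61 at 48 h post amputation (hpa) and 11.9 at 72 hpa. It was at most 0.16 in the later stages, where stages 3 and 5 and the 50% distal stage are listed at 0. The neighbouring Plmn-19 (AFI30636, 9452057 to 9459318) reached 1.06 at 72 hpa, and Plmn-18 (AFI30296, 50855762 to 50863740) reached 0.78 at stage 3. Fa9-10 (AFI30435), a coagulation factor-like gene from 9191008 to 9225729, was 3.2 in the control and between 0.3 and 1.08 in the regenerating samples. Fa11-3 (AFI29861, 24295036 to 24298842) has no values in the time-course table used here. Reads that fit several similar genes are shared out by the authors' pseudo-alignment. If Plmn-18, Plmn-19 and Plmn-20 are close copies, the split between them is uncertain. The values of all genes sum to 1736416 in the control, 751116 at 48 hpa and 612357 at 72 hpa. The falls from the control to these 2 samples would be smaller at equal totals, so their size depends on the scaling. Without replicates, none of these differences between stages can be set against an experimental error.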

In *A. filiformis*, members of these expanded gene families (Fig. 3c) are expressed during arm regeneration (Extended Data Fig. 6). In addition, genes within four of the seven regeneration-related expanded families (*plasminogen*, *carboxypeptidase B*, *coagulation factor* and *ficolin*) directly regulate coagulation and/or clotting in vertebrates^76^ but may have a broader role in immune defence in echinoderms^77,78^. Moreover, the *ficolin* gene has also been implicated in the early stages of *A. filiformis* arm regeneration^79,80^. Duplications within the brittle star may have contributed to the evolution of a rapid and efficient wound closure process that is prerequisite to regeneration^80,81^. Finally, genes involved in keratan sulfate metabolism are overrepresented in both expanded and contracted gene families in the brittle star, with some members expressed in regeneration (Fig. 3b and Extended Data Fig. 6). Increased sulfated glycosaminoglycans production has been previously reported to be required for proper arm regeneration in *A. filiformis*^82^. We speculate that the evolution of brittle star efficient regeneration may have been accompanied by a specialization of glycosaminoglycan sulfate metabolism.

**Fig. 3:**
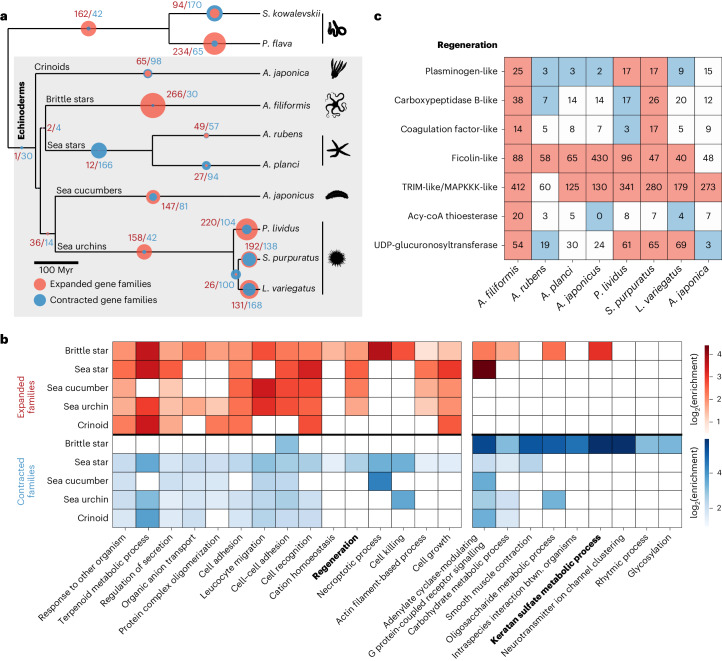
Gene family evolution in echinoderms. **a**, Number of significantly expanded (red) and contracted (blue) gene families throughout echinoderm evolution, from a total of 10,367 tested gene families (Methods). **b**, Gene Ontology (GO) functional enrichment tests (biological process) for expanded and contracted families in the different echinoderm classes. We selected the top 15 representative GO terms enriched in expanded brittle star gene families and 10 in contracted families (Methods). In the heat map, colours indicate GO terms significantly enriched in expanded or contracted families in other echinoderm classes (FDR < 0.05). Complete GO enrichment test results are provided in Supplementary Table 6, including *P* values, enrichment ratios, background and foreground gene families and genes. **c**, Gene copy number variation across echinoderms for regeneration gene families with significant expansion in *A. filiformis* (>1 brittle star gene in the family annotated with the GO term ‘regeneration’). Gene families were named according to the *S. purpuratus* gene name. Red and blue colours denote significantly expanded and contracted families, respectively.

## Gene expression during brittle star arm regeneration

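The arm regeneration series consists of 8 RNA-seq samples, each pooled from 30 regenerates of different individuals according to the methods, with no replicate of any stage. The paper describes the control as a mature arm segment that was not regenerating, whereas the sample labels give its tissue as a regenerating explant, and it is treated here as the paper describes it. The dissected tissue differs between stages. It is the last segment at the amputation site at 48 and 72 hpa, the regenerating tissue alone at stages 3 to 5 and several segments of new tissue at the 50% stages. The authors quantified expression as TPM with kallisto and rescaled these values between samples with the trimmed mean of M-values (TMM), which assumes that most genes do not change. The resulting table lists 28263 genes. Since TPM keeps no record of the number of reads, the depth of each library cannot be read from these values. The columns sum to 551379 at the 50% proximal stage, 612357 at 72 hpa, 751116 at 48 hpa, 867837 at stage 5, 979118 at the 50% distal stage, 1431803 at stage 4, 1736416 in the control and 1866500 at stage 3. These totals differ because of the TMM step, and rescaling every sample to the same total, which undoes it, was tried as an alternative. Genes listed at 0 numbered from 3181 at the 50% proximal stage to 9022 at stage 3, and the 10 genes with the highest values held 23.0% of the total at the 50% proximal stage and 34.7% at stage 3. Expression profiles were standardized per gene across the 8 samples, as in the paper, to a mean of 0 and a standard deviation of 1. With 1 sample per stage, no p-value was computed across genes.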

To gain insight into the transcriptional programmes that underlie brittle star arm regeneration, we profiled gene expression in seven representative regeneration stages following amputation and one non-regenerating control. Stages were selected on the basis of well-established morphological landmarks of brittle star arm regeneration^42^ (Methods and Fig. 4a). Using soft-clustering, we classified genes into nine major temporal clusters (A1–A9) (Fig. 4a, Extended Data Fig. 6 and Methods). 

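Of the chromosome 1 genes with a listed soft cluster, 1123 belong to 19 clusters and 607 of them to A1–A9. Each gene was compared with the mean standardized profile of every cluster, leaving the gene's own fold of the list out of the means, and was given the cluster with the highest Pearson correlation. The listed cluster was recovered for 938 genes (83.5%, 95% Wilson interval 81.2 to 85.6), and for 78.3% of the A1–A9 genes. The authors made the clusters from these same samples, so recovery shows how well the rule reproduces them and does not test them. Standardizing log2(TPM + 1) gave 90.4%. Keeping the 625 genes with a maximum of at least 1 gave 77.3%. Rescaling each sample to the same total, an alternative chosen after the values were seen, moved the share most, to 56.3%. Fuzzy c-means with 19 clusters, run without the listed clusters on all genes with a fuzzifier of 1.43, gave an adjusted Rand index of 0.53 to 0.63 with the listed clusters over 5 seeds. With 9 clusters the index was 0.32 to 0.34. In data simulated from the cluster means, the correlation rule placed 99.6%, 89.7% and 61.6% of 5000 genes in their cluster at noise standard deviations of 0.3, 0.6 and 1.0. Applied to all genes, the rule assigned 13846 genes (49.0%) to A1–A9, from 1158 in A8 to 2106 in A1.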

Functional enrichment analysis of genes within the co-expression clusters revealed three distinct phases of arm regeneration: (1) wound healing, (2) proliferation and (3) tissue differentiation (Fig. 4b and Extended Data Fig. 7). These results are consistent with morphological timelines of regeneration in the brittle star and other animals^33,38,42^ but importantly capture the underlying genome-wide transcriptional programme. 

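GO terms were not analysed here, and the paper draws its phases from them. What follows is another measure, the stage at which the genes of each cluster had their highest value. Among the listed chromosome 1 genes of A1, 97.6% had their highest value in the non-regenerating control. In A2, 48.8% were highest at 48 hpa, 32.6% in the control and 17.4% at 72 hpa. In A3, 73.7% were highest at 48 hpa and 24.6% at 72 hpa. A4 was divided, with 45.2% of genes highest at the 50% proximal stage, 25.8% at 72 hpa and 21.0% at 48 hpa. For A5, 46.1% of genes were highest at stage 3 and 39.5% at stage 4. For A6, 24.7% were highest at stage 3, 29.9% at stage 4 and 39.0% at stage 5. For A7, 34.5% were highest at stage 4 and 25.5% at the 50% distal stage. The highest value of A9 genes was spread over the series, with 32.7% at stage 5 and 18.2% at 48 hpa. In A8, 48.1% were highest at the 50% proximal stage and 25.9% at stage 5. The authors formed the clusters from the profiles of these same 8 samples, so where the genes of a cluster peak follows from the clustering. Such shares are no independent evidence of phases. Each stage is 1 sample, so these shares describe the libraries and carry no replicate error.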

We corroborate the expression pattern of previously characterized brittle star regeneration genes and further report novel key candidates (Extended Data Fig. 6 and Supplementary Tables 8 and 9).

**Fig. 4:**
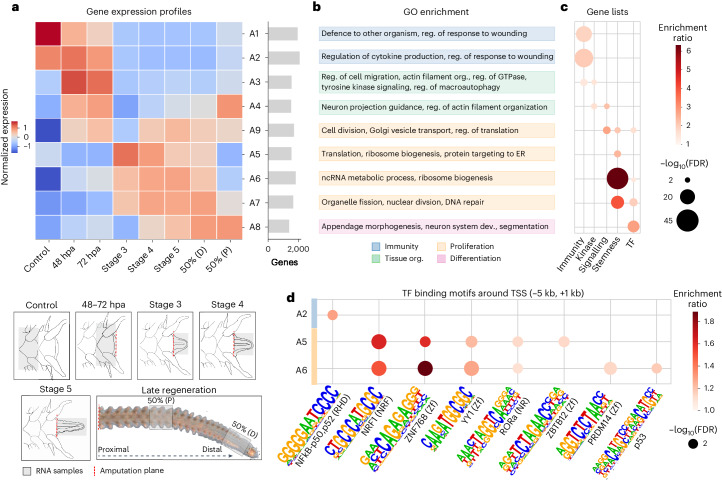
Gene expression during brittle star arm regeneration. **a**, Soft-clustering of gene expression profiles throughout regeneration time points, yielding 9 main temporal co-expression clusters (A1–A9) (Methods and Extended Data Fig. 6). Co-expression clusters are temporally ordered (from top to bottom) on the basis of their first expression time point. Barplots on the right indicate the number of genes assigned to each cluster. The RNA sampling procedure for each stage is illustrated at the bottom. Early stages are sampled at 48 and 72 hpa, when wound healing followed by regenerative bud formation occurs. Subsequent stages are defined by morphological landmarks: stage 3 corresponds to the appearance of the radial water canal and nerve (∼6 dpa), stage 4 is the appearance of the first regenerated metameric units (∼8 dpa), stage 5 corresponds to advanced arm extension and differentiation onset (∼9 dpa), 50% stages correspond to when 50% of the regenerated arm has differentiated (∼2–3 weeks post amputation) sampled at the distal (D, less differentiated) and proximal (P, more differentiated) ends^42,47^. **b**, GO enrichment for each co-expression cluster (Methods, see Extended Data Fig. 7 and Supplementary Table 10 for exhaustive GO results). **c**, Curated gene list enrichment for each co-expression cluster (hypergeometric test, Benjamini–Hochberg *P*_adj_ < 0.05; Methods and Supplementary Table 2). **d**, Transcription factor (TF)-binding motifs enriched around the TSS (5 kb upstream to 1 kb downstream) of genes from co-expression clusters (hypergeometric test *P*_adj_ < 0.05; Methods).

Early regeneration is marked by the expression of genes involved in wound response, including immunity/wound healing (clusters A1–A2), and cell migration/tissue protection (clusters A3–A4), which are enriched in immune and kinase genes, respectively (Fig. 4b,c and Supplementary Table 10). 

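The mean standardized expression of the listed A1 genes (n = 85 genes) was 2.03 in the control, 0.42 at 48 hpa and 0.16 at 72 hpa, and was below 0 from stage 3 on. For A2 (86 genes) it was 1.0 in the control, 1.27 at 48 hpa and 0.75 at 72 hpa. A3 (57 genes) was low in the control, at -0.57, and rose to 1.62 at 48 hpa and 1.16 at 72 hpa. A4 (62 genes) stood at 0.75 and 0.8 at these times and rose again to 1.12 at the 50% proximal stage. Genes closest to the mean of their cluster, by a rule set before the data were examined, illustrate these profiles. Here and below, only named genes with a maximum of at least 10 TPM were eligible. Crspl (AFI31966, chromosome 1, 11234182 to 11246739), in A1, fell from 10.34 TPM in the control to 3.41 at 48 hpa and is listed at 0 at stage 3. Sept3 (AFI31077, 59441018 to 59499252), in A3, rose from 2.44 in the control to 23.46 at 48 hpa and 19.43 at 72 hpa and was 3.31 at stage 3. Bodg-18 (AFI31046, 47089049 to 47091170), in A2, was at 13.06 in the control, 13.6 at 48 hpa and 2.84 at stage 3. Ccni (AFI30223, 37664961 to 37673762), in A4, was at 9.62 in the control, 18.19 at 48 hpa and 23.77 at the 50% proximal stage. The genes of the curated immune list on chromosome 1 (70 genes) had a median standardized value of 0.25 over 48 and 72 hpa. This is at percentile 98.75 among 10000 random lists of the same size matched on mean expression. Taken alone, 48 hpa was at percentile 95.08 (98.32 to 99.04 over the alternatives) and 72 hpa at 88.78 (86.02 to 95.95). At 72 hpa alone the list thus stayed inside the limit of 97.5. The same list was also high in the control under the deposited scaling, with a median of 0.52 (percentile 99.75). Under rescaling to the same total this median was -0.26, still above random lists (percentile 100.0). Of the 70 genes, 13 (18.6%) belong to A1 against 7.6% of all listed genes. The kinase list (36 genes) had a median of 0.21 over 48 and 72 hpa at percentile 89.38 (71.43 to 91.24 over the alternatives, of which 1 was added later), which does not stand apart from random lists at the limits of 2.5 and 97.5. Of the 35 kinase genes with a cluster, 4 (11.4%) are in A3 and 2 (5.7%) in A4, against 5.1% and 5.5% of all listed genes. Larger shares lie in A9 (6 genes, 17.1%) and A1 (5 genes, 14.3%), against 4.9% and 7.6%.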

The regions surrounding transcription start sites (TSS) of genes within cluster A2 are enriched for transcription factor-binding motifs of NF-κB, a broadly conserved regulator of immune response (Fig. 4d). The early activation of NF-κB in the context of regeneration has been evidenced in vertebrates and hydra^83–85^, and our findings suggest its implication in the brittle star regenerative response as well.

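Among the genes listed for chromosome 1, cluster A5 (76 genes) had a mean standardized expression of -0.82 at 48 hpa and -0.89 at 72 hpa, and of 1.15, 0.96 and 0.45 at stages 3, 4 and 5. Cluster A6 (77 genes) was at -1.53 in the control and at 0.56, 0.91 and 0.87 at stages 3, 4 and 5. Cluster A7 (55 genes) was at 0.31, 0.87 and 0.73 at these stages and at 0.9 at the 50% distal stage. Atp5h (AFI30304, chromosome 1, 60375214 to 60388538), the gene closest to the mean of A5, rose from 275.99 TPM at 72 hpa to 908.96 at stage 3. Pur9 (AFI30136, 11765814 to 11793887), closest to the mean of A6, rose from 1.38 in the control to 19.15 at stage 5. Lsm7 (AFI31246, 12131764 to 12142540), closest to the mean of A7, rose from 56.63 in the control to 332.31 at stage 4. Only 8 genes of the curated stemness list with values lie on chromosome 1. Of these, 3 belong to A9, 3 to A6, 1 to A5 and 1 to A7. Their median standardized value over stages 3 to 5 was 0.58, at percentile 94.47 among matched random lists, which is inside the limits. It was -1.72 in the control, at percentile 0.03. Under rescaling to the same total, the highest sample of A5 and of A6 became stage 5, the median of the stemness list over stages 3 to 5 was 0.03 and its percentile was 98.74. The mean of A5 was then -0.06 at 72 hpa and -0.3 at stage 3, so its rise between these samples depends on the scaling.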

Wound healing is followed by cell proliferation (clusters A9 and A5–A7), as indicated by the overrepresentation of stemness genes and genes involved in cell proliferation, cell division and enhanced translational activity. Accordingly, binding motifs associated with several proliferation-related transcription factors are enriched around the TSS of genes from clusters A5 and A6. These transcription factors have not been previously investigated in the context of brittle star regeneration but are functionally well characterized in vertebrates. This includes NRF1 and p53, which have been implicated in vertebrates in regulating (stem) cell survival and proliferation^86,87^, PRDM14 and YY1, which regulate pluripotency^88,89^, and RORa, which controls inflammation by downregulating targets of NF-κB^90^ and may thus have a role in the transition from wound response to proliferation (Fig. 4c,d). We also find enrichment of binding motifs corresponding to zinc-finger transcription factors that are involved in cell proliferation and pluripotency^91,92^. 

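Of the transcription factors discussed with the motifs, 1 can be matched by name to the chromosome 1 genes used here, the YY1 gene Tyy1 (AFI31353), on chromosome 1 from 17248405 to 17258383. Tyy1 belongs to cluster A9. Its expression was 3.49 TPM in the control, 8.93 at 48 hpa, 9.14 at 72 hpa and 7.74 at stage 3, then 12.81 and 13.73 at stages 4 and 5. The highest value, 16.45, was at the 50% distal stage. No stage has a replicate, so the size of these differences cannot be set against the spread between samples.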

While we note that binding motif overrepresentation analyses are inherently biased towards more-studied vertebrate systems, transcription factor gene expression in the brittle star is globally consistent with reported motif enrichments (Extended Data Fig. 6). 

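The 55 listed genes of cluster A9 had a mean standardized expression of -1.62 in the non-regenerating control, 0.2 at 48 h post amputation and 0.5 at 72 hpa. The mean then fell to -0.64 at stage 3 and returned to 0.32 at stage 4. Spcs3 (AFI30360, chromosome 1, 37449166 to 37468677) is the eligible gene closest to the mean of A9. It was at 15.69 TPM in the control, 28.24 at 48 hpa, 30.6 at 72 hpa, 22.18 at stage 3 and 42.11 at stage 4. Its profile correlated with that mean at only 0.82. The standardized values of Spcs3 were -0.37 at 48 hpa and -0.13 at 72 hpa, and its highest value, 45.29 TPM, was at the 50% distal stage. The median A9 gene was at 0.3 TPM in the control and 1.18 at 48 hpa, so most of the cluster was expressed at low values. A vascular endothelial growth factor gene on chromosome 1, Vegfc (AFI31452, 37758871 to 37773648), was at most 0.26 TPM in any stage and is listed in a minor cluster.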

Cluster A9 encompasses genes expressed as early as 48 h post amputation (hpa) and active throughout regeneration, including translational regulators, cell division and vesicle transport genes (Fig. 4b), as well as genes involved in signalling pathways known to promote cell proliferation in vertebrates and fruit flies (VEGF, AKT, insulin-like and JAK-STAT pathways)^93–96^ (Fig. 4c and Extended Data Fig. 6). The VEGF and AKT pathways have been previously implicated in brittle star regeneration^46^. 

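At stage 5 the mean standardized expression of A9 was 0.63, its highest in the series, with a standard deviation across genes of 0.65. At the 50% distal and 50% proximal stages it was 0.39 and 0.23. When every sample was rescaled to the same total, A9 was highest at the 50% proximal stage (1.09), stood at 1.08 at 72 hpa and was 0.35 at stage 5.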

Together, these data suggest that the signalling cascades that initiate cell proliferation are induced very early during brittle star regeneration (cluster A9); they are activated during the wound response phase and exhibit amplified expression during the peak of cell proliferation (stage 5; Fig. 4a). The early onset of proliferation (∼48 hpa) is consistent with previous observations of cell proliferation and expression quantification of selected marker genes^42,44^.

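In the late samples, the 54 listed genes of A8 rose from a mean standardized expression of -0.77 at stage 3 to 0.23 at stage 4, 0.51 at stage 5, 0.87 at the 50% distal stage and 1.11 at the 50% proximal stage. Cl18a-1 (AFI30857, chromosome 1, 44844738 to 44945562), the gene closest to this mean, went from 2.69 TPM in the control to 17.71 at the 50% proximal stage. The curated transcription factor list (36 genes on chromosome 1) had a median standardized value of 0.46 over the 50% stages, at percentile 99.96 among matched random lists, and of 0.14 over stages 3 to 5, at percentile 98.36. The latter lay at percentile 98.52 on log2 values but inside the limit of 97.5 for genes with a maximum of at least 1 (95.52) and under rescaling to the same total (96.48), an alternative added after the values were seen. Of these genes, 5 (13.9%) belong to A8 against 4.8% of all listed genes, and 8 (22.2%) belong to A6 against 6.9%. By single stage, the list had a median of 0.65 at the 50% distal stage (percentile 100.0) and of 0.49 at stage 5 (percentile 99.98). At the 50% proximal stage, where A8 is highest, it was 0.19. That is at percentile 97.41, inside the limit, with 92.97 to 99.1 over the alternatives.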

Finally, late regeneration is characterized by the expression of genes involved in differentiation, patterning and appendage morphogenesis, with a significant overrepresentation of transcription factors (cluster A8; Fig. 4b,c). This cluster includes two T-box transcription factors that are important for patterning in echinoderms (*tbx3-1* and *tbx3-2*) and two transcription factors with key roles in neurogenesis (*ngn1-like* and *hey1-like*)^97–99^.

These data provide a genome-wide picture of the molecular pathways at play throughout brittle star arm regeneration and highlight three waves of gene expression that successively mobilize genes involved in wound response, cell proliferation and tissue differentiation. These general phases have been described in many regenerating animals, enabling investigations into the conservation of regeneration gene expression dynamics across species.

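Set in order of the stage at which their mean was highest, the clusters run from the control (A1) and 48 hpa (A2 and A3), through stages 3 (A5), 4 (A6) and 5 (A9), to the 50% stages (A7 at the distal, A4 and A8 at the proximal end). The clusters were formed from these same profiles, so this order describes them and is no test of it. Under rescaling to the same total, the highest sample of A1 moved to 48 hpa, where its mean was 0.95, and that of A3 to 72 hpa (1.43). A4 and A8 stayed highest at the 50% proximal stage under this rescaling, with means of 1.52 and 1.81, and A7 moved there with a mean of 1.15. That sample has the lowest total and is raised against every other one, so staying highest there shows no stability. Lower means at stage 3 than at 48 and 72 hpa held for A1, A2, A3, A4, A8 and A9 under both scalings, and for A6 and A7 too under rescaling to the same total. Stage 3 has a higher total than these samples, so rescaling lowers it against them and is no test of this difference. From the order in which the clusters are expressed and the functions enriched in each of them, the paper concludes that wound response, cell proliferation and tissue differentiation follow each other during arm regeneration.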

## Conserved gene expression during animal appendage regeneration

Several key genes and pathways have been repeatedly implicated in regeneration across animal lineages^33,38^. However, direct comparisons of temporal expression gene profiles throughout regeneration remain limited.

Using a genomic phylostratigraphy approach^100^, we found that overall, brittle star arm regeneration is mediated by ancient genes (that is, metazoan or older) (Fig. 5a and Methods). 

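Supplementary Table 2 also gives the age of each gene, and 127 of its chromosome 1 genes with time-course values are dated to the *A. filiformis* lineage. Their median standardized expression over 48 and 72 hpa was -0.01, at percentile 82.28 among 10000 random lists matched on mean expression, inside the limits of 2.5 and 97.5. Over the 50% stages their median was -0.23, at percentile 3.32. Over the alternatives the percentile was 75.18 to 94.46 over 48 and 72 hpa. Over the 50% stages it was 5.46 on log2 values, 5.65 for genes with a maximum of at least 1 (72 genes) and 0.62 under rescaling to the same total, an alternative added after the values were seen. Over stages 3 to 5 it was 40.56, and 0.94 for genes with a maximum of at least 1, for which it was 97.64 at 72 hpa alone. Of the 127 genes, 15 (11.8%) belong to cluster A1, 9 (7.1%) to A2, 8 (6.3%) to A3 and 11 (8.7%) to A4, and 2 (1.6%) to A6, against 7.6%, 7.7%, 5.1%, 5.5% and 6.9% of all listed genes. These shares were not tested. Genes of the other chromosomes were not used in this comparison.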

The exception is the initial wound-healing phase, which is enriched in genes that are specific to the brittle star lineage. The observation that brittle star regeneration is mostly driven by ancient genes prompted us to investigate whether these genes are similarly involved in appendage regeneration across animals, and whether they are deployed in the same temporal order. We compared gene expression dynamics during appendage regeneration in *A. filiformis* with comparable datasets from the axolotl (*Ambystoma mexicanum*)^49^ and the crustacean Parhyale (*Parhyale hawaiensis*)^48^. For this analysis, we defined nine major co-expression clusters during axolotl limb regeneration (Ax1–Ax9) (Extended Data Fig. 8 and Supplementary Tables 11 and 12) and used existing Parhyale clustering^48^.

**Fig. 5:**
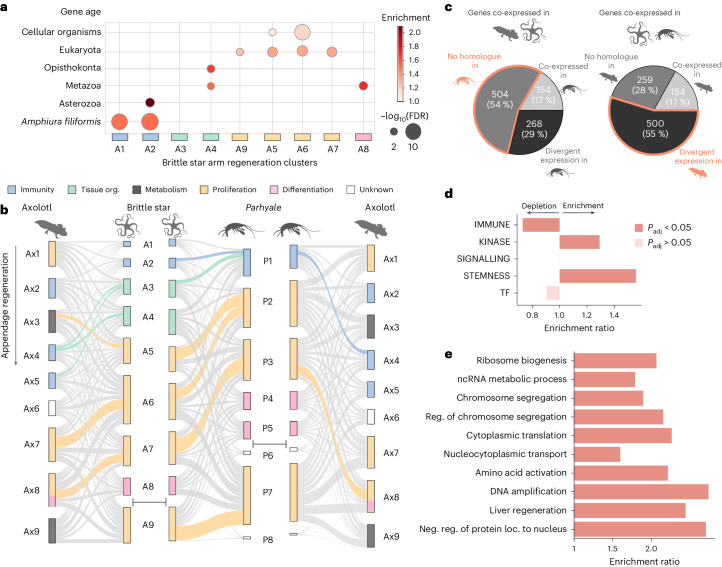
Gene expression throughout appendage regeneration across animals. **a**, Gene age enrichments for brittle star arm regeneration clusters (hypergeometric test, Benjamini–Hochberg *P*_adj_ < 0.05). Clusters are ordered by the time of expression onset. **b**, Comparison of co-expressed gene clusters deployed during appendage regeneration in axolotl, brittle star and Parhyale (left to right: axolotl vs brittle star, brittle star vs Parhyale, Parhyale vs axolotl). Clusters in Parhyale (clusters P1–P8) correspond to the clustering reported previously^48^, but clusters were renamed to follow temporal activation and homogenize with respect to brittle star and axolotl clusters (Methods). Co-expression clusters in each species are shown in order of their temporal expression (from top to bottom), except for brittle star cluster A9 and Parhyale clusters P6–P8 which are expressed throughout several regeneration time points and shown at the bottom. Clusters are represented by vertical rectangles whose sizes are proportional to the number of homologous genes in the cluster, and coloured according to enriched GO terms (Methods, Fig. 4 and Extended Data Fig. 8; see **a** for legend). Links between clusters of the two compared species indicate cluster membership of homologous genes, with coloured links indicating significant overlaps (permutation-based *P* values with Benjamini–Hochberg correction <0.05; Methods). Credits for Parhyale silhouette: Collin Gross (CC BY 3.0). **c**, Most genes identified as co-expressed in the brittle star–*Parhyale* and brittle star–axolotl comparisons are not recovered in the direct *Parhyale*–axolotl comparison. Most genes co-expressed in the axolotl and brittle star have no identified homologues in Parhyale (54%, left pie chart). Genes co-expressed in Parhyale and the brittle star have a divergent expression in the axolotl, that is, they are not found in matched co-expression clusters (55%, right pie chart). **d**, Gene list enrichment and depletion tests performed for the set of brittle star genes with conserved temporal expression during animal regeneration (Methods). **e**, GO enrichment tests, as in **d**.

We used pairwise comparisons and permutation tests to reveal conserved co-expression clusters across species. Co-expression clusters were defined as conserved between two species when they used more shared genes than expected by chance (Fig. 5b and Methods). Among the nine co-expression clusters that mediate brittle star regeneration, five consist of genes that are also co-expressed during axolotl regeneration (926 genes), six clusters overlap with Parhyale (913 genes), and four clusters are consistent across the three species (154 genes) (Fig. 5b,c and Supplementary Tables 13 and 14). Expression comparisons between the more phylogenetically distant axolotl and Parhyale identify only two conserved co-expressed gene clusters (370 axolotl genes); this direct comparison is thus considerably less informative than comparisons that include the brittle star. Most genes with conserved expression patterns in the brittle star–axolotl comparison lack identifiable homologues in Parhyale, whereas genes with a conserved expression in the brittle star–Parhyale comparison exhibit a different expression pattern in the axolotl (Fig. 5c). This underscores the relevance of using the brittle star to bridge comparisons across established regeneration models.

The broadly conserved co-expression clusters largely consist of genes expressed during the proliferative phase and, to a lesser extent, the initial wound-healing phase. By contrast, the genes that comprise clusters corresponding to tissue differentiation are distinct in each species, which is consistent with the fact that the regenerating appendages are not homologous across species. Notably, the conserved co-expression clusters are deployed in a consistent temporal sequence in each species (Fig. 5c). The only identified heterochrony concerns the matching of the axolotl cluster Ax3 (peak at 0–3 hpa) with brittle star cluster A5 (peak at 6 days post amputation (dpa)) (Figs. 5c and 4a, and Extended Data Fig. 8). Previous work suggested that similar co-expression gene modules are deployed during regeneration and development but are activated according to distinct temporal sequences^48^. We compared gene expression profiles during regeneration and development from the brittle star and Parhyale. The order in which co-expressed gene modules are activated is, as expected, more conserved within regeneration and within developmental datasets across species than between regeneration and development in individual species (Extended Data Fig. 9). Together, these results broaden previous observations of distinct expression dynamics during development and regeneration, and document conserved gene expression modules recruited for animal appendage regeneration.

We further investigated the functions of brittle star genes with similar temporal expression profiles during regeneration in Parhyale and/or axolotl. Using a carefully selected background that accounts for homology detection and functional biases of different clusters (Methods), we found a significant overrepresentation of kinase and stemness genes and an underrepresentation of immune genes (gene list enrichment tests) (Fig. 4d and Extended Data Fig. 9). Moreover, these genes conserved in expression are enriched in general biological processes related to cell proliferation, such as translation, chromosome segregation, DNA replication and intracellular transport (GO enrichment tests; Fig. 4e). Among the conservative set of 154 genes with conserved expression profiles across the three species, only two transcription factors emerge (Supplementary Table 13): *Id2-like*, which activates regeneration-induced proliferation in mice^101^ and *Wdhd1-like*, which regulates DNA replication^102^. We thus propose that *Id2* and *Wdhd1* may have a conserved role during animal regeneration. In addition, while several transcription factor-binding motifs found in the vicinity of brittle star co-expressed genes are also overrepresented near Parhyale and axolotl co-expressed genes, only YY1 and NRF1 are present in corresponding co-expression clusters (Ax7–A6) (Extended Data Fig. 8), suggesting a possible conserved role for these transcription factors in regulating cell proliferation during regeneration in these distantly related organisms.

Finally, we find that two temporally matched gene expression clusters in brittle star and Parhyale regeneration include key genes involved in repressing transposable elements (that is, *Risc-like* (A2-P1) and *Ago2-like* (A9-P7)) (Supplementary Table 13). It has been proposed that transposon repression is important for proceeding from the immune response phase to regeneration^103^, by preserving genome integrity for cell proliferation and differentiation. In line with this hypothesis, we found a higher transcriptional activity of brittle star repetitive elements in the initial wound-response regeneration phase compared with the proliferative phase (Extended Data Fig. 10 and Methods).

## Expression in non-regenerative and regenerative responses

We have comprehensively characterized the genome-wide gene expression dynamics during brittle star arm regeneration. However, this does not allow us to directly interrogate the molecular drivers of regenerative as opposed to non-regenerative wound-healing responses. To tackle this question, we performed explant experiments in which the arm is first amputated from the body (proximal cut) and subsequently amputated at the distal end (Fig. 6a). As in whole animals, explanted brittle star arms regenerate from the distal tip, whereas the proximal end undergoes a non-regenerative wound-healing response. To identify genes specifically involved in regeneration, we sampled distal, medial and proximal explant segments for RNA-seq experiments at 3 and 5 dpa (3 to 4 replicates, for a total of 20 samples; Fig. 6a and Supplementary Table 1).

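The 20 explant samples are 4 distal and 4 medial samples and 3 proximal samples at 3 dpa, and 3 samples of each segment at 5 dpa. Explants are severed arm pieces with a wound at either end, and the methods give 150–200 explants per sample. The explant table is labelled as TMM-normalized, and its values are read here as TPM on that scale, for 30090 genes, of which 189 have no value above 0. They are not counts, and the depth of the libraries cannot be read from them. At 3 dpa the column totals were 1024512 to 1276269 in distal, 1111922 to 1335416 in medial and 1200897 to 1354951 in proximal samples. At 5 dpa they were 1324627 to 1880536, 1086014 to 1586838 and 1101616 to 2976429, in the same order. The highest total is that of proximal replicate 4 at 5 dpa. Genes listed at 0 numbered 1990 to 7439 per sample, with medial replicate 2 highest at both time points (6099 at 3 dpa). The 10 highest genes held 15.4% to 20.6% of a sample's total. Across genes, the correlation of log2 values between replicates of a group was 0.944 to 0.988 over 24 pairs, and no pair of samples held identical values. Replicate numbers are shared between segments. The deviations of samples from their group mean had a mean correlation across genes of 0.22 for samples with the same number at 3 dpa (10 pairs) and 0.11 at 5 dpa (7 pairs). For different numbers it was -0.08 and -0.04. Fits with the replicate number as a block are therefore given beside the fits without it. The block fit compares segments at each time point within replicate numbers. Proximal replicate 4 at 5 dpa shares its number with no other sample of that time point, so that fit uses it in no comparison.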

**Fig. 6:**
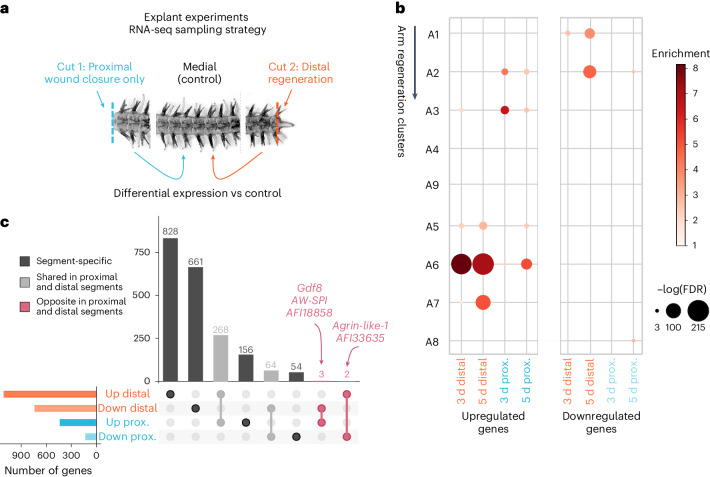
Comparison of gene expression during wound closure and regeneration in brittle star explant experiments. **a**, Experimental setup. Brittle star arms are amputated at the proximal (cut 1) and distal (cut 2) ends. Proximal, distal and medial (control) segments are sampled for RNA-seq at 3 and 5 dpa, using 3–4 replicates each (Supplementary Table 1). We identify DEGs in proximal (wound closure only, not followed by regeneration) segments and distal (regenerative) segments, compared to control medial segments. **b**, Comparison of DEGs from explant experiments with brittle star arm regeneration time-course clusters (Fig. 4; hypergeometric enrichment test, BH-corrected *P* < 0.05). **c**, Overlap between DEGs genes in distal and proximal segments. Bars in the UpSet plot are coloured to highlight (i) segment-specific DEGs, for DEGs unique to distal or proximal segments, (ii) shared proximal and distal segments, for DEGs shared between proximal and distal, and (iii) opposite proximal and distal segments, for DEGs upregulated in proximal and downregulated in distal (or vice-versa).

We tested for differential expression of genes at the distal and proximal end compared to control medial segments (Methods and Fig. 6a). 

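Because the values used are normalized TPM, differential expression was tested with limma on log2(TPM + 1) in 1 model of the 6 groups, which share an estimate of the spread of each gene. The model covered 21442 genes with a value of at least 1 in at least 3 samples. A gene was called a DEG at the paper's thresholds, a Benjamini–Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, and fold changes on this scale understate the change of genes with low values. In simulated data with 200 changed genes, the test recovered 78.5% of them at a log2 change of 1.5, 92.5% at 2 and 97% at 3, with 2 to 5 wrong calls. The simulation drew independent noise of equal spread in all groups. It changed only genes with a mean log2 value above 2, in distal samples at 5 dpa. In the real data the spread differs between groups and same-numbered samples deviate together, so these rates may be too favourable. The gene with the largest rise in distal segments at 3 dpa was AFI20134, by a rule set before the data were examined. It was at 41.03 ± 3.78 TPM (SD, n = 4) in distal and 1.54 ± 0.94 (n = 4) in medial samples, a log2 fold change of 4.11 (standard error 0.27, adjusted p = 6.7e-08 from limma). It rose further in proximal segments at 3 dpa, to 103.85 ± 15.81 (n = 3), with a log2 fold change of 5.42 (adjusted p = 6.3e-09). With the replicate number as a block the changes were 4.11 and 5.39, and with each replicate left out in turn they stayed between 3.97 and 4.34 and between 5.28 and 5.65. AFI16321 was next in distal segments, at 61.17 ± 3.58 TPM against 3.56 ± 1.76 in medial samples (log2 fold change 3.85, standard error 0.29, adjusted p = 3.4e-07). The largest falls in distal segments at 3 dpa were those of AFI06542 and AFI18580, with log2 fold changes of -2.06 (standard error 0.37, adjusted p = 0.0016) and -1.92 (standard error 0.19, adjusted p = 6.4e-06). The block gave 3.85, -2.06 and -1.92 for these genes. Gene names were taken from the chromosome 1 part of Supplementary Table 2, and names of other genes were not used here.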

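Up-regulated genes of each explant contrast were compared with the time-course clusters by a one-sided Fisher's exact test, over the 21325 tested genes that have a cluster. Genes outside the chromosome 1 list have the cluster given by the correlation rule, which recovered 78.3% of the listed A1–A9 genes. The test counts genes as independent, which genes regulated together are not. Its p-values therefore do not measure the spread between samples. Of the 364 genes up in distal segments at 3 dpa, 272 (74.7%) belong to the proliferative clusters A9 and A5–A7, which hold 25.0% of all tested genes, an odds ratio of 9.29 (adjusted p = 2.1e-89 over 4 tests). At 5 dpa it was 587 of 733 (80.1%, odds ratio 13.43, adjusted p = 1.4e-223). A6 held 181 of these genes at 3 dpa. At 5 dpa A6 held 258, A7 183 and A5 125, while A9 held fewer than its share at both time points (14 and 21 genes). Of the distal genes, 49 at 3 dpa belong to the wound-response cluster A3 (odds ratio 2.18, adjusted p = 4.2e-05) and 33 at 5 dpa (odds ratio 0.64). All wound-response clusters together held 61 of the 364 at 3 dpa (16.8%). Of the 94 genes up in proximal segments at 3 dpa, 64 (68.1%) belong to the wound-response clusters A1–A4, against 27.7% of tested genes (odds ratio 5.61, adjusted p = 5.9e-16), and 40 of them to A3. At 5 dpa the overlap was weaker, 112 of 323 genes (34.7%, odds ratio 1.39, adjusted p = 0.0036). It lay at percentile 87.12 of random lists matched on mean expression, while the other 3 overlaps lay at percentile 100.0. Under the replicate block the 4 odds ratios were 7.9, 10.78, 5.94 and 1.7. For proximal segments at 5 dpa the adjusted p was 0.0014 under the block and ranged from 2.9e-06 to 0.55 over the 7 alternatives. Under rescaling to the same total this overlap was 33 of 57 genes (57.9%, odds ratio 3.49, adjusted p = 2.9e-06). Under the deposited scaling, the genes up in proximal segments at 5 dpa also overlapped the proliferative clusters, with 124 of 323 genes (38.4%, odds ratio 1.89, adjusted p = 2.9e-07 over 24 tests), mainly A6 (67 genes, odds ratio 3.64). The A6 overlap had an odds ratio of 4.33 under the block and of 1.53 (one-sided Fisher's exact test, p = 0.22) under rescaling to the same total. Genes down in distal segments overlapped the wound-response clusters A1–A4 by the same test, adjusted over the 24 tests. This held for 28 of 60 genes at 3 dpa (odds ratio 2.29, adjusted p = 0.0054) and 251 of 438 at 5 dpa (odds ratio 3.61, adjusted p = 2.6e-38). Averaged over the 1476 tested genes of A6, the log2 change from the medial mean was 0.47 ± 0.02 in distal (SD, n = 4) and 0.24 ± 0.02 in proximal samples (n = 3) at 3 dpa, and 0.56 ± 0.1 and 0.33 ± 0.12 (n = 3 each) at 5 dpa. All of these samples were parted from the medial samples of their time point, which happens by chance in 2.9%, 5.7%, 10% and 10% of such comparisons. None of the 36 comparisons of a cluster mean with medial samples passed correction (exact permutation tests, lowest adjusted p = 0.174). The smallest p that the samples can give is 0.029 for distal and 0.057 for proximal segments at 3 dpa and 0.1 for either at 5 dpa.

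**Figure D1:**
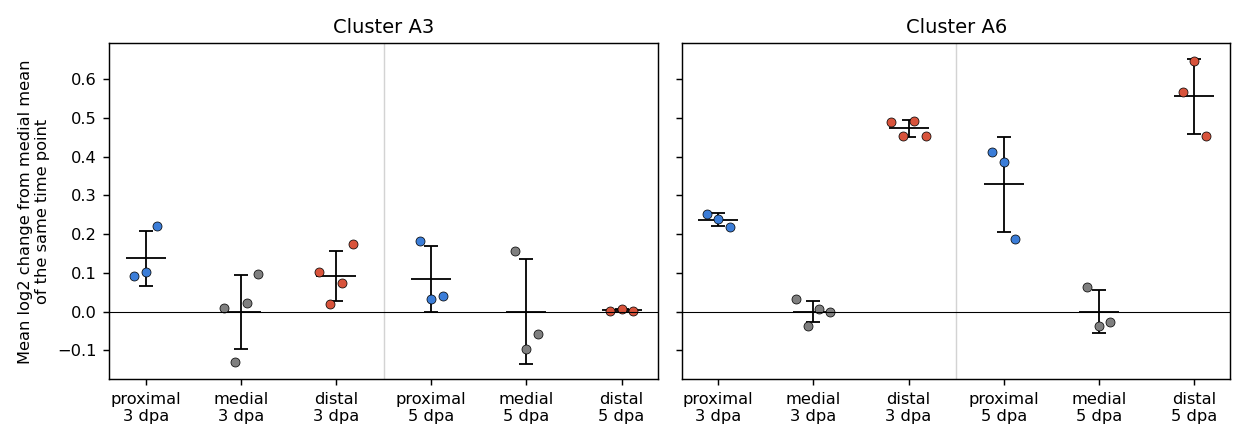
Mean log2 change of the tested genes of clusters A3 and A6 in each explant sample, relative to the mean of the medial samples of the same time point (vertical axis, log2 units). Points are samples, bars the mean and SD of each group of 3 or 4; for A6 the distal samples lie around 0.47 at 3 dpa and 0.56 at 5 dpa and the proximal samples around 0.24 and 0.33.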

As expected, upregulated distal genes correspond to genes expressed during the proliferative phase of the brittle star arm regeneration time series, whereas upregulated genes in proximal segments correspond to early-response/wound closure genes (Fig. 6b). We identified more differentially expressed genes (DEGs) in the distal regenerating samples than in proximal non-regenerating samples (distal: 595 and 828 upregulated genes at 3 and 5 dpa respectively, 238 and 562 downregulated; proximal: 148 and 373 upregulated, 27 and 97 downregulated) (Fig. 6c). 

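From the deposited values, 364 genes were up and 61 down in distal segments at 3 dpa, and 733 up and 440 down at 5 dpa. In proximal segments, 94 were up and 2 down at 3 dpa, and 325 up and 94 down at 5 dpa. The 2 genes down at 3 dpa were AFI31283 (log2 fold change -1.03, adjusted p = 0.038 from limma, 0.02 to 0.18 over the alternatives, under the threshold in 4 of 8) and AFI14204, chosen after its values were seen (-1.03, adjusted p = 0.015), for which 1 distal value at 3 dpa lies apart from the others. The block gave -1.01 (adjusted p = 0.075) and -0.98 (adjusted p = 0.042). Fitted with the replicate block, the counts were 383 up and 68 down, 782 and 499, 101 and 2, and 151 and 36, in the same order. The block uses proximal replicate 4 at 5 dpa in no comparison. Under the deposited scaling 62.5% of the distal and 77.6% of the proximal DEGs at 5 dpa were up, and under rescaling to the same total 40.0% and 20.1% were up (358 up and 538 down in distal, 57 up and 227 down in proximal segments). Under median-of-ratios rescaling 62.0% and 79.5% were up. The median log2 fold change of all tested genes at 5 dpa was 0.008 in distal and -0.004 in proximal segments under the deposited scaling, and -0.107 and -0.245 under that rescaling. The fit of only the groups compared gave 13 up and 1 down in proximal segments at 5 dpa. At 3 dpa the share of DEGs that were up moved from 85.6% to 88.9% in distal and from 97.9% to 96.2% in proximal segments. The count in proximal segments at 5 dpa also depended on single samples. It was 281 genes without proximal replicate 1, 167 without replicate 4 and 1260 without replicate 5, the last against 1204 in distal segments in the same fit. The distal and proximal changes were not tested against each other in these counts. A direct comparison of distal and proximal segments called 69 genes at 3 dpa (32 higher and 37 lower in distal) and 303 at 5 dpa (100 higher and 203 lower), with 76 and 158 under the block. The share higher in distal segments was 46.4% at 3 dpa and 33.0% at 5 dpa, and under rescaling to the same total it was 63.0% and 58.9%, and by the median of ratios 44.8% and 31.3%. The median difference between them was -0.006 and 0.028 under the deposited scaling, and 0.105 and 0.154 under that rescaling.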

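Over both time points, 441 genes were called in proximal and 1332 in distal segments, and 239 in both. The shared genes are 54.2% of the proximal DEGs, and 82.1% of the distal DEGs (1093 genes) were not called in proximal segments. Under the block these shares were 55.1% and 91.4%, and in the fits of only the groups compared 50.0% and 94.4%. With each sample left out in turn they ranged from 35.3% to 62.8% and from 66.9% to 91.4%, and proximal replicate 5 at 5 dpa gave the lowest of both when left out. Of the 1093 genes called only in distal segments, 173 (15.8%) were also called when distal and proximal segments were compared directly. In proximal segments 1025 of them (93.8%) changed in the same direction as in distal segments, by a median of 0.48 times the distal log2 fold change. Both changes are measured against the same medial samples, which by itself makes them alike. Across all tested genes the correlation of the distal and proximal changes was 0.67 at 3 dpa and 0.68 at 5 dpa. With separate medial samples as the reference for each segment at 3 dpa it was 0.22 to 0.38, across genes, which are not independent replicates.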

Most genes differentially expressed in proximal segments are also differentially expressed in distal segments (61% of the proximal DEGs are shared with distal), whereas distal genes are largely distal specific (82% of the distal DEGs are not shared with proximal) (Fig. 6c). This is consistent with the expected expression patterns, as wound closure is an integral part of regeneration. 

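On chromosome 1, where the explant calls of Supplementary Table 2 could be compared gene by gene, the paper lists 96 calls for 70 genes. All 96 had the same direction in the deposited values, and 66 (68.8%) passed both thresholds in limma. When p-values were adjusted over the listed genes alone, 68 passed, which shows no stability since the list comes from the same samples. Among them, 15 of the 22 listed calls passed for genes up in distal segments at 3 dpa, 20 of 25 for genes up at 5 dpa and 14 of 23 for genes down at 5 dpa. For genes up in proximal segments at 5 dpa, 5 of 10 passed.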

Altogether, we identify hundreds of differentially expressed candidate genes (Supplementary Table 2).

Notably, five genes display drastically opposite expression patterns in the wound-healing and regenerating segments (Fig. 6c) and are thus likely to contribute to distinct post-wounding outcomes. 

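In the deposited values, 2 genes were called in opposite directions in proximal and distal segments, AFI18858 and AFI05367. AFI05367 was chosen after its values were seen. It was up in distal segments at 3 dpa (log2 fold change 1.4, adjusted p = 0.0099 from limma) and down in proximal segments at 5 dpa (-1.53, adjusted p = 0.022). It was however also up in proximal segments at 3 dpa, with a log2 fold change of 1.61 (adjusted p = 0.033). Its calls therefore differ between time points and not within a time point. In the block fit the 3 changes were 1.4, -1.28 and 1.55, with adjusted p-values of 0.014, 0.16 and 0.068, and no gene had opposite calls. Over all 7 alternatives the adjusted p-values ranged from 0.0022 to 0.023, from 0.013 to 0.32 and from 0.011 to 0.15. The medial samples at 3 dpa are listed at 0 for this gene except for a value of 0.416, so its changes rest on low values. From the opposite direction of the changes at either wound site, the paper proposes that such genes contribute to what follows wounding at each site.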

*Agrin-like-1* and *AFI33635* are significantly downregulated during wound healing but upregulated in regeneration. 

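AFI33635 was at 5.13 ± 1.66 TPM (SD, n = 4) in distal, 1.92 ± 0.8 (n = 4) in medial and 0.55 ± 0.34 (n = 3) in proximal samples at 3 dpa. The distal change had a log2 fold change of 1.07 (standard error 0.29, adjusted p = 0.032 from limma). The proximal change was -0.9 (standard error 0.32, adjusted p = 0.28), and although no proximal sample reached a medial one, it was not past the threshold over all genes tested. At 5 dpa the values were 2.62 ± 0.22 in distal, 2.26 ± 1.34 in medial and 1.01 ± 0.71 in proximal samples (n = 3 each). The log2 fold changes were then 0.25 (adjusted p = 0.69) and -0.67 (adjusted p = 0.25), with overlapping samples. Adjusted over the 8 comparisons of the 2 genes that the paper names by identifier, the p of the proximal change at 3 dpa was 0.018, which shows no stability since the paper chose these genes from the same samples. The difference between distal and proximal segments itself was past the threshold at 3 dpa, with a log2 fold change of 1.97 (standard error 0.32, adjusted p = 0.0084), and not at 5 dpa (0.92, adjusted p = 0.19). Under the block the changes at 3 dpa were 1.07 in distal (adjusted p = 0.026) and -0.95 in proximal segments (adjusted p = 0.21), and at 5 dpa 0.25 (adjusted p = 0.63) and -0.5 (adjusted p = 0.55). The direct difference was 2.02 (adjusted p = 0.016) and 0.74 (adjusted p = 0.46) under it. Without medial replicate 2 at 5 dpa the distal change then was -0.13. Over the 7 alternatives the adjusted p ranged from 0.026 to 0.12 for the distal and from 0.17 to 0.54 for the proximal change. In the arm regeneration series, with 1 sample per stage, AFI33635 was at 1.17 TPM in the non-regenerating control, at most 0.05 from 48 hpa to the 50% distal stage and 1.49 at the 50% proximal stage. *Agrin-like-1* could not be paired with an identifier and is not analysed here.

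**Figure D2:**
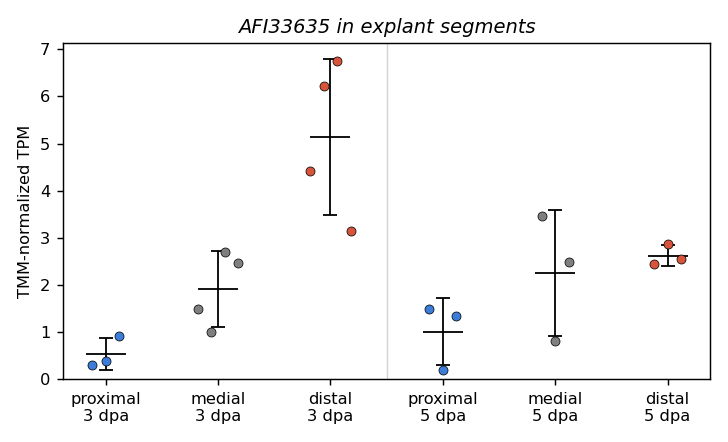
Expression of AFI33635 in each explant sample as TMM-normalized TPM (vertical axis, linear) by segment and time point. Points are samples and bars the mean and SD; the 4 distal samples at 3 dpa lie between 3.15 and 6.75, above the medial samples (1.01 to 2.7) and the proximal samples (0.3 to 0.93).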

Agrin proteins are critical for neuromuscular junction development in vertebrate embryogenesis^104^. *AFI33635* is an uncharacterized brittle star gene with thyroglobulin and methyltransferase domains, putatively involved in regulating protease activity^105^. Conversely, the three genes *AW-SPI, AFI18858* and *Gdf8* are significantly upregulated during wound healing but downregulated in regeneration. 

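AFI18858 fell in distal segments at both time points. At 3 dpa it was at 4.75 ± 0.96 TPM (SD, n = 4) in distal and 16.22 ± 4.62 (n = 4) in medial samples, a log2 fold change of -1.56 (standard error 0.28, adjusted p = 0.0014 from limma). At 5 dpa it was at 3.99 ± 2.28 and 12.88 ± 1.56 (n = 3 each), a log2 fold change of -1.58 (standard error 0.32, adjusted p = 0.003). In proximal segments it was at 26.51 ± 4.71 (n = 3) at 3 dpa, a log2 fold change of 0.7 (adjusted p = 0.42), with overlapping proximal and medial samples. At 5 dpa it was at 32.97 ± 13.95 (n = 3), a log2 fold change of 1.21 (standard error 0.32, adjusted p = 0.035). Under the block the distal changes were -1.56 (adjusted p = 0.00081) and -1.58 (adjusted p = 0.0015), and the proximal changes 0.69 (adjusted p = 0.26) and 0.96 (adjusted p = 0.13). The adjusted p of the proximal change at 5 dpa was between 0.02 and 0.33 over the 8 alternatives, under the threshold in 3 of them, while the distal changes stayed under it in all 8. The direct difference between distal and proximal segments was -2.26 at 3 dpa (adjusted p = 0.0014) and -2.78 at 5 dpa (adjusted p = 0.00016), with -2.25 and -2.54 under the block. Over the 8 alternatives its adjusted p was between 0.00077 and 0.0032 at 3 dpa, and between 0.00011 and 0.099 at 5 dpa, under the threshold in 7 of them. No distal sample reached a proximal one, which happens by chance in 5.7% of such comparisons at 3 dpa and in 10% at 5 dpa. *AW-SPI* and *Gdf8* could not be paired with identifiers and are not analysed here.

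**Figure D3:**
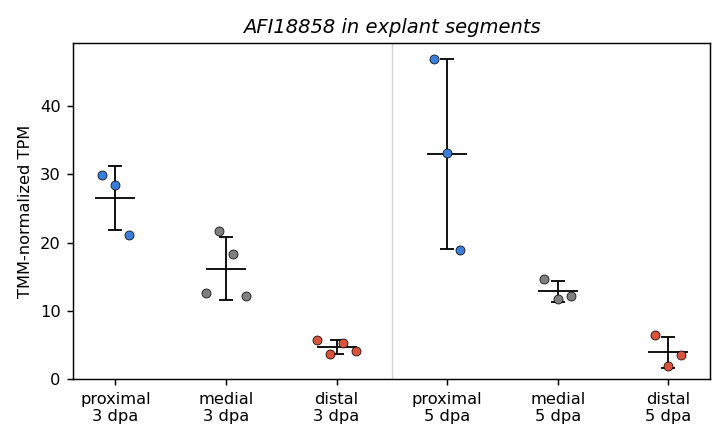
Expression of AFI18858 in each explant sample as TMM-normalized TPM (vertical axis, linear) by segment and time point. Points are samples and bars the mean and SD; distal samples lie between 3.67 and 5.72 at 3 dpa and 1.9 and 6.43 at 5 dpa, and proximal samples between 21.14 and 29.92 and between 18.96 and 46.86.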

*AW-SPI* is an antistasin/WAP-like serine protease inhibitor, with a possible role in immune defence^106^. *AFI18858* is a brittle star gene with a zf-Bbox domain and is a member of the expanded TRIM-like gene family, broadly involved in immune responses (Fig. 3c). 

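In the arm regeneration series, where each stage is a single sample, AFI18858 was at 9.37 TPM in the non-regenerating control, 10.73 at 48 hpa and 3.36 at 72 hpa. It was at most 0.62 from stage 3 on. As a member of an expanded family, it can share reads with close copies in the authors' pseudo-alignment, so its values are uncertain to that extent.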

Interestingly, the myostatin gene *Gdf8* is a member of the TGFβ signalling pathway that inhibits skeletal muscle growth and regeneration in mice^107,108^. Repression of *Gdf8* may similarly enable muscle regeneration in brittle stars. In summary, these five candidate genes might be tightly linked with the transition from wound healing to regeneration-induced cell proliferation, and some may have a conserved function in the brittle star and in vertebrates (*Agrin* and *Gdf8*).

## Discussion

The chromosome-scale genome of the brittle star *A. filiformis* represents a critical resource for the fields of evolutionary genomics, marine ecology and regenerative biology. Whereas previous studies of chromosome evolution in echinoderms were limited to sea urchins^23,51^, our analyses revealed that the genomes of sea cucumbers and sea stars display even fewer rearrangements of the bilaterian ancestral chromosomal units than that of sea urchins. We showed that the ‘Eleutherozoa Linkage Groups’ descend from a single fusion of ancestral bilaterian linkages (B2 + C2). Chromosome-scale crinoid and hemichordate genomes will reveal whether this fusion is ancestral to Ambulacraria. Crucially, the fusion has not been observed in the genome of *Xenoturbella bocki* whose phylogenetic position is controversial, and thus cannot be used to support their proposed grouping with Ambulacraria^109,110^. The *A. filiformis* genome is highly rearranged: our analyses identified 26 interchromosomal rearrangements since the Eleutherozoa ancestor. Additional brittle star genomes will reveal the precise timeline of chromosomal rearrangements and contributions of repeat expansion, chromatin architecture and population genetics dynamics to the rapid karyotype evolution in this group.

On a more local scale, we identified convergent rearrangements in the Hox clusters of sea urchins and the brittle star, which could be hallmarks of relaxed regulatory constraints within echinoderms. Hox genes, and in particular anterior Hox, show limited expression during echinoderm embryogenesis and are mostly expressed in adults^60,66–68,111^. We speculate that anterior and central/posterior Hox genes may belong to distinct chromatin compartments in echinoderms. Small-scale rearrangements may have occurred through elevated physical contacts at compartment boundaries (that is, around *Hox4*) and eventually become fixed owing to relaxed selection constraints on Hox expression. We revealed expansions of transposable elements in the brittle star Hox cluster ∼100 Ma. If Hox cluster rearrangements co-occurred with the activation of repeats, distantly related brittle star species^11^ may exhibit distinct Hox organizations.

The brittle star genome furthermore enables genetic characterization of the animal appendage regeneration process and remarkably allows the detection of long-range conservation of gene expression programmes. Incorporating the brittle star within a comparative transcriptomics framework extensively increased our ability to detect conserved co-expression modules between vertebrates (for example, axolotl) and arthropods (for example, Parhyale). We revealed that the proliferative phase of regeneration displays the highest expression conservation across these animals, suggesting that regeneration deploys an ancient, evolutionarily conserved proliferation machinery. These results are consistent with two alternative scenarios for the evolution of animal regeneration: (1) convergence, with the independent evolution of wound response programmes able to recruit the ancestral proliferative machinery or (2) homology, with an elevated divergence of wound response gene expression through diversifying selection, as typical for immune-related genes. The stronger conservation of gene expression during proliferation as opposed to the initial wound-healing response is consistent with the elevated turnover of immunity-related genes, broadly reported across animal lineages^73–75^ and which we also demonstrate here in echinoderms. Our results, however, contrast with the only previous study to have explicitly interrogated the conservation of animal regeneration gene expression programmes, which revealed a higher conservation of early-response genes as opposed to the genes expressed during proliferation^36^. These discrepancies might be due to limited and asynchronous temporal sampling across species in previous comparisons^36^, which is alleviated in our study through more comprehensive samplings of regeneration time points. Alternatively, they could reflect genuine biological differences between (larval) whole-body regeneration studied previously^36^ and adult appendage regeneration. We nevertheless expect that future investigations into diverse regenerating animals with comprehensive temporal sampling will confirm the strong conservation of proliferation gene expression dynamics. Denser temporal samplings of early regeneration are necessary to confirm the limited conservation that we observe here but are currently technically challenging in the brittle star model. The conservation of proliferation ties in with a current hypothesis in the field that animal regeneration may recruit a homologous proliferating cell type^33,34^, but this should also be further explored with single-cell sequencing techniques and additional comparative analyses.

Finally, in the brittle star *A. filiformis*, we identify notable expansions of gene families linked to regeneration-related processes and in particular, of homologues of vertebrate coagulation regulator genes, suggesting them as relevant candidates for follow-up in-depth functional characterizations. We also propose a conserved role for *Gdf8* during regeneration, as it is repressed during regenerative proliferation in both brittle stars and mice^107,108^. Our findings emphasize the importance of echinoderms as a powerful model for regeneration owing to their unique regenerative capabilities and experimental amenability, but also to their phylogenetic position crucial for comparative analyses. The extensive genomic and transcriptomic resources we generated for the brittle star *A. filiformis* thus represent an entry point for future studies aiming to understand the evolutionary, molecular and genetic underpinnings of animal appendage regeneration, emergence of pentameral symmetry and remarkable diversity of morphologies and developmental strategies seen across echinoderm lineages.

## Methods

### Animal sampling

Adult *A. filiformis* were collected at 25–40 m depth from sediment in the Güllmarsfjord in the vicinity of Kristineberg Marine Station, Sweden, using a Petersen mud grab. Individuals were separated from the sediment by rinsing them with seawater, and then maintained in natural flowing seawater at 14 °C. Sperm was collected from a single individual by dissecting the gonads from the bursae.

### DNA extraction and sequencing

Sperm cells were concentrated by centrifugation, washed repeatedly and subsequently embedded in 2% low-melting agarose. Sperm cells were lysed in a solution of 1% SDS, 10 mM Tris (pH 8) and 100 mM EDTA and then resuspended in a solution of 0.2% *N*-laurylsarcosine, 2 mM Tris (pH 9) and 0.13 mM EDTA. High molecular weight DNA was released from the agarose blocks using β-agarase (NEB).

Long-read sequencing was performed on six Nanopore PromethIon flowcells (v.R9.4.1). Several libraries were constructed using the ligation sequencing kit (Nanopore LSK109) using DNA sheared to different sizes using a megaRuptor (Diagenode) to optimize yield and contiguity. Bases were called from raw signal with Guppy (model ‘dna_r9.4.1_450bps_hac_prom’, v.2.3.5). A total of 160.56 Gb nanopore reads was acquired (∼100× coverage). A library of 10× linked reads was generated using the Chromium system (10x Genomics) and sequencing on a Novaseq6000 SP lane in a 2 ×150 bp layout for a total of 246 M reads (86 Gb). Genome size was estimated to 1.33 Gb with a heterozygosity of 3.22% by counting *k*-mer (*k* = 31) in the short-read data using jellyfish2 (ref. ^112^) and fitted through a four-peak model using Genomescope2 (ref. ^113^).

### Genome assembly

We assembled Nanopore reads using flye (v.2.9-b1768)^114^ assuming a coverage of 30× and a genome size of 3 Gb to account for the high level of heterozygosity. We obtained a diploid assembly of 2.86 Gb (N50: ∼2.78 Mb), which was subsequently polished using Racon (v.1.5.0)^115^ for two iterative rounds using the nanopore reads and then for another two rounds using the short-read Illumina reads that were aligned to the assembly using minimap2 (v.2.24-r1122)^116^. The flye assembly had *k*-mer completeness and QV base accuracy of 97% and 31.6 (that is, 0.000683556 error rate), as reported by Merqury (v.1.3)^117^. Structural accuracy was verified with Inspector (v.1.0.2)^118^, revealing a read-to-contig mapping rate of 97% and a structural quality value QV of 26.88 (0.002 error rate). Haplotypes were then removed from the assembly using purge_dups (v.1.2.5)^119^, with cut-offs visually adjusted from the coverage distribution on contigs. Correct haplotype removal was further verified by inspection of *k*-mer spectrum plots^117^ (Extended Data Fig. 1a,b). The resulting assembly had a total length of 1.57 Gb, with N50 and L50 (number of scaffolds containing half the genome assembly) of 3.2 Mb and 154, respectively, and 96.1% complete BUSCO score.

To scaffold this assembly, we built a Hi-C library from gonadal tissue using the Omni-C kit (Dovetail). Chromatin was fixed using paraformaldehyde and digested using a sequence-independent nuclease after re-ligation and biotinylation. A sequencing library was built from purified DNA and 225 M reads sequenced on a Novaseq X (∼45× coverage). Hi-C reads were mapped to the polished haplopurged assembly using bwa mem (0.7.17-r1198-dirty) with options -5SP -T0, and alignments were further sanitized, sorted and duplications removed using pairtools (v.1.0.2)^120^ with options ‘–walks-policy 5unique‘, ‘–max-inter-align-gap 30‘ and a minimum MAPQ of 40. We used YAHS (v.1.1a-r3)^121^ to scaffold the genomic contigs using the Hi-C read alignment as input. We obtained 20 main chromosome-scale scaffolds totalling 1.47 Gb, corresponding to 93.5% of the total assembly length. The 20 chromosomes were strongly supported by the Hi-C contact map (Extended Data Fig. 1c) and also recovered with a perfect one-to-one match using an alternative assembly methodology (3D-DNA^122^). The GC level of the final genomic sequence was 36.67% and the N50 was 68.86 Mb.

### Repeat annotation

We used RepeatModeler 2.0.2 to build a de novo repeat library for the brittle star genome and RepeatMasker 4.1.2-p to soft-mask the genome^123^. We used DeepTE^124^ to classify repeats that could not be classified with the RepeatModeler homology-based classification. We retrained a DeepTE model to classify metazoan repeats into 5 classes, using a balanced dataset of 12,500 distinct repeats (2,500 repeats for each of the 5 classes) from different sources including repbase^125^, Dfam^126^ and homology-based classifications of repeats from 17 echinoderm and 2 hemichordate genomes (validation accuracy = 0.98 at the class probability threshold *P* ≥ 0.55; Extended Data Fig. 1d). On a test set of 827 brittle star repeat families that were not included in the training set and where RepeatModeler homology-based predictions serve as ground truth, this retrained DeepTE model has higher accuracy than the default Metazoa model available in DeepTE (accuracy = 0.81 vs 0.67; Extended Data Fig. 1e). Divergence to consensus (kimura %) were computed and repeat landscapes plotted using the ‘calcDivergence.pl’ and ‘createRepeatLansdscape.pl’ scripts from RepeatMasker. The same methodology was applied to build repeat landscapes for *P. lividus*, *H. leucospilota* and *M. glacialis*. Repeat annotations are provided in dataset_s1 of ref. ^127^. Repeat ages were estimated from divergence to consensus using a neutral substitution rate of 1.885 × 10^−9^ per base pair per year for *A. filiformis*, which was estimated with phyloFit^128^ from an alignment of 66,818 4-fold degenerate sites containing 17 echinoderm and 2 hemichordate genomes.

### RNA isolation, extraction and sequencing

#### Arm regeneration RNA-seq in brittle star (time course in whole animals)

*Amphiura filiformis* individuals were obtained in the fjord close to the Kristineberg Center for Marine Research and Innovation, Sweden, at depths of 20–60 m. Samples of different regenerating stages were obtained as previously described^42^ for early regeneration stages (48 hpa, 72 hpa, stages 3, 4 and 5) and as described^47^ for 50% differentiation index stages (50% P and 50% D). Thirty regenerates from different individuals were used per stage. Dissection for RNA sampling was performed as follows (Fig. 4a): (1) for the non-regenerating control, we dissected one mature arm segment, (2) for 48 and 72 hpa samples, we dissected the last segment at the amputation site, (3) for stages 3 to 5, we dissected the regenerative tissues and (4) for 50% regenerates, we sampled several segments of proximal and distal tissues, excluding the differentiated distal cap structure. The collected regenerates were lysed in 10 volumes of RNA lysis buffer (RLT) (Qiagen) and total RNA extracted using RNAeasy micro RNA kit (Qiagen). RNA concentration and integrity were measured using Bioanalyzer (Agilent). Library preparation and paired-end sequencing was conducted by Novogene.

#### Arm regeneration RNA-seq in brittle star severed arm experiments (explant)

We collected ∼3,500 brittle stars with a 5–7 mm disc diameter. While animals were sedated in 3.5% w/w MgCl_2_ in artificial seawater, two arms from each organism were amputated by pressing a scalpel blade into the intervertebral autotomy plane. We first sectioned the arms 0.5 cm from the disc (amputation 1, Fig. 6a) and then sectioned them again at the distal end (amputation 2, Fig. 6a). We thus produced explants (that is, severed brittle star arms) of 1 cm length with wound sites at the proximal and distal ends. Twenty samples (each sample consisting of a batch of 150–200 explants) were cultured in flow-through aquaria at 16 °C. Explants were sampled at 3 and 5 dpa, sedated in 3.5% w/w MgCl_2_ in artificial seawater for 15 min and then dissected into three sections: proximal, medial and distal (Fig. 6a and Supplementary Table 1). Each explant section was flash frozen in liquid nitrogen and collected in batches of 150–200 pieces. Each batch was individually homogenized with glass pistils and RNA was extracted with the RiboPure kit (Applied Biosystems), following manufacturer protocol. RNA concentrations were measured using a QuBit 2.0 RNA fluorometric assay (Thermo Fisher) and RNA integrity was checked using 0.5% (w/v) agarose-MOPS-formaldehyde denaturating gel electrophoresis.

Complementary DNA (cDNA) libraries were prepared using the Illumina TruSeq v2 mRNA sample prep kit (Illumina), following a standard protocol. Briefly, mRNA was isolated with poly-A selection, followed by cDNA synthesis, Illumina standard index adapter ligation and a brief PCR reaction. Concentrations of the cDNA libraries were measured using a QuBit DNA high-sensitivity assay (Thermo Fisher) and fragment length distributions were assessed using an Agilent TapeStation with a D1000 tape (Agilent). cDNA libraries were multiplexed by equimolar pooling (5 or 6 samples per pool) and then sent to the Swedish National Genomics Infrastructure’s SNP & SEQ platform in Uppsala for Illumina HiSeq 2500 sequencing (8 lanes; 126 bp paired-end sequencing; Illumina).

### Gene annotation

We annotated the brittle star genome using three types of evidence: (1) assembled transcriptomes from 18 samples, some published previously^46,61,62^ and some newly generated (Supplementary Table 1), (2) similarity to proteins from 27 selected Metazoa and (3) ab initio predictions. We implemented a genome annotation pipeline^129^ combining state-of-the-art tools. Implementation details are described in Supplementary Note 3. This annotation had a score of 92.7% complete BUSCO [C:92.7 (S:86.2%, D:6.5%), F:5.0%, M:2.3%, n:954]^130^ and a total of 4,974 unique PFAM domains^131^, with 76% of genes (23,047) containing a PFAM domain. Annotation files are provided in dataset_s1 of ref. ^127^.

### Synteny comparisons and Eleutherozoa ALGs

For the sea urchin *P. lividus* and the black sea cucumber *H. leucospilota*, we used previously reported gene annotations^19,23^. We generated a draft homology-based annotation for the spiny sea star *M. glacialis*^24^ with MetaEuk (6-a5d39d9)^132^ using proteins of the sea urchin *S. purpuratus* (Spur_5.0, available in Ensembl Metazoa (v.56)^14^), the crown-of-thorns sea star *Acanthaster planci* (OKI_Apl_1.0, available in Ensembl Metazoa (v.56)^30^) and the octopus sea star *P. borealis*^56^. One-to-one orthologous genes were identified by reciprocal best blast hit between pairs of compared genomes, using diamond^133^. We used Circos v.0.69.8 and circos-tools (0.23)^134^ to plot synteny comparisons, with the bundlelinks tool to group together neighbouring genes (maximum gap of 50 genes), filtering out bundles with fewer than 3 links. Chromosomes were ordered using the orderchr tool. The ancestral Eleutherozoa linkage groups were reconstructed on the basis of synteny comparisons between the spiny sea star *M. glacialis* and the black sea cucumber *H. leucospilota*, and with the amphioxus *B. floridae* and the scallop *P. maximus* genomes as well as previously defined bilaterian linkage groups (BLGs) (Extended Data Fig. 2). Only one macrosyntenic rearrangement occurred between the spiny sea star and the black sea cucumber: (a) spiny sea star chr5 maps to both sea cucumber chr12 and chr23. Comparisons with outgroups and ancestral BLGs revealed that (a) corresponds to a derived fusion in the spiny sea star and that the black sea cucumber retained the ancestral state. Using this reconstruction, we annotated genes from matched orthologous chromosomes between sea stars and sea cucumbers with respect to their ancestral ELGs of origins and propagated annotations to orthologous genes in *P. lividus*, *A. filiformis* and other available chromosome-scale echinoderm genomes. Karyotypes were drawn with RIdeograms^135^: we painted genes on extant chromosomes using the ancestral chromosome colour when a significant number of genes were inferred to descend from an ancestral chromosome (*P* < 10^−5^, Fisher exact tests corrected for multiple testing with the Benjamini–Hochberg procedure). Oxford grid plots in Extended Data Fig. 3 were plotted using the same statistical thresholds. ELG-related data files are provided in dataset_s2 of ref. ^127^.

### Hox and ParaHox genes identification

We identified Hox and ParaHox genes using sequence comparisons with other echinoderm and animal genomes and phylogenetic reconstruction. Detailed procedures are reported in Supplementary Note 3. Hox and ParaHox data files are provided in dataset_s3 of ref. ^127^.

### Gene families expansion and contraction

Gene phylogenies and history of duplication and losses for pmar1/phb and luciferase were reconstructed using RAXML-NG (v1.1)^136^ and Treerecs^137^ (Extended Data Fig. 5). We used broccoli^138^ to group proteins of 28 selected Metazoa, 10 of which were Ambulacraria, into gene families. Out of the complete set of broccoli gene families, 10,367 originated before the last common ancestor of Ambulacraria (echinoderm and hemichordate outgroups). We used CAFE (v.5)^139^ on the 10,367 families to identify significantly expanded and contracted gene families on each branch of the Ambulacraria phylogeny. To obtain a dated Ambulacraria phylogeny, we: (1) extracted 192 one-to-one orthologues from broccoli gene families, (2) built multiple sequence alignments for each orthologous group using MAFFT (v.7.475), (3) reconstructed a maximum likelihood phylogeny with RAxML-NG (v.1.1)^136^ using the concatenated alignment (LG + G4 + F model with 10 parsimony starting trees), (4) filtered out columns with over 15% gaps (47,520 retained sites) and (5) ran PhyloBayes (v.4.1b)^140^ to obtain a time-calibrated tree, with the RAxML reconstructed tree as constrained topology and selected fossil calibrations extracted from the literature^13,141^. The chain was run for 4,166 samples and 3,500 were retained after burn-in to estimate the posterior distributions for node ages. We next ran CAFE in 2 steps: we estimated the lambda and alpha parameters of the 2-categories CAFE GAMMA model excluding the 128 gene families with the largest copy number differential and then ran CAFE on all families with these parameters fixed to test for significant contractions and expansions (*P* < 0.05). Fossil calibrations, dated species tree, gene families and CAFE output files are provided in dataset_s4 of ref. ^127^.

### Gene lists curation

We generated lists of immune, neuronal, signalling, kinase, transcription factors and stemness genes in *A. filiformis* (Supplementary Table 2) using a combination of PFAM domain annotation and lists of previously curated genes in echinoderms and other animal lineages. Further details of the procedure are provided in Supplementary Note 3.

### Gene Ontology and gene list enrichment tests

We used eggnog-mapper^142^ to automatically annotate *A. filiformis* and *P. lividus* genes with GO terms from the Biological Process domain. The GO annotations were then transferred to the level of gene families. Specifically, for each family, we propagated all GO annotations associated with any *P. lividus* or *A. filiformis* genes as the complete set of GO annotations for this family. Hypergeometric tests for functional enrichments were then conducted with the enricher function of the ClusterProfiler R package^143^, with custom foreground and background GO annotation sets. For functional enrichment tests on expanded/contracted gene families (Fig. 3), tests were conducted at the level of gene families with expanded or contracted families as foreground and all gene families as background. For functional GO enrichment tests on regeneration co-expression clusters (Fig. 4), tests were conducted at the level of brittle star genes, using genes of a given cluster as foreground and genes of all clusters as background. We used false discovery rate (FDR) < 0.05 as significance threshold. Enrichment results were summarized with REVIGO^144^; we selected top ontology terms on the basis of REVIGO ‘dispensability’ score. Similarly, for gene list enrichment and depletion tests on the regeneration co-expression clusters (Fig. 4), we used the same foreground and background gene definitions as for the GO enrichment tests above. We performed hypergeometric tests with correction for multiple testing using the Benjamini–Hochberg procedure, with the same statistical threshold as for the GO enrichment tests (FDR < 0.05).

### Clustering of the arm regeneration expression series

Gene expression was quantified for all samples using the alignment-free method kallisto (v.0.48.0)^145^. We normalized TPM values across samples using the trimmed mean of m-values (TMM) method as implemented in edgeR^146,147^ and used MFuzz (v.3.18)^148^ to perform soft-clustering of genes on the basis of their standardized expression profiles across samples. We used the minimum centroid distance method to select the optimal number of clusters (*n* = 19; Extended Data Fig. 6). Major clusters were defined as all clusters with >1 enriched GO term and expression in >1 regenerating sample (Fig. 4 and Extended Data Fig. 6). Normalized gene expression tables are provided in dataset_s5 of ref. ^127^.

### Transcription factor-binding motif enrichment tests

We used HOMER (v.4.11)^149^ to test for enriched transcription factor-binding motifs in the proximal regulatory domains (TSS + 5 kb upstream, +1 kb downstream) of genes of each regeneration cluster. We ran the findMotifsGenome.pl script from the HOMER suite, with –h to perform hypergeometric tests, contrasting proximal regulatory domains of genes from one expression cluster as foreground with proximal regulatory domains of genes from all clusters as background.

### Axolotl limb regeneration RNA-seq time course

Raw RNA-seq data for 12 limb regeneration time points from ref. ^49^ were downloaded from https://www.axolomics.org/?q=node/2. We used Trim Galore (https://github.com/FelixKrueger/TrimGalore) with default parameters to trim and quality filter raw sequencing reads via the Cutadapt tool^150^. Gene expression was quantified with kallisto (v.0.48.0)^145^ using the set of annotated axolotl transcripts from the latest *Ambystoma mexicanum* assembly version (AmexG_v6.0-DD, available from https://www.axolotl-omics.org/assemblies ref. ^151^). We normalized TPM values across samples using the TMM method^146,147^ and used MFuzz^148^ to cluster genes according to their expression profile (Extended Data Fig. 7). Gene Ontology and transcription factor-binding sites (TFBS) motifs enrichment were performed as described in ‘Gene Ontology and gene list enrichment tests’ and ‘Transcription factor-binding motif enrichment tests’. Normalized gene expression tables are provided in dataset_s5 of ref. ^127^.

### Parhyale limb regeneration RNA-seq time course

Parhyale leg regeneration expression data were previously processed and clustered into 8 co-expression gene groups using the same approach as we used for brittle star data^48^. We directly used the clustering reported previously^48^ but renamed the clusters so that numbering follows temporal activation (P1 is R4 in the notation described previously^48^, P2 is R1, P3 is R8, P4 is R2, P5 is R6, P6 is R3, P7 is R5 and P8 is R7).

### Comparison of gene expression dynamics

We used broccoli^138^ to build homologous gene families encompassing genes of the brittle star *A. filiformis*, the axolotl *Ambystoma mexicanum* and *Parhyale hawaiensis*, as well as 8 echinoderms, 6 vertebrates, 7 ecdysozoans and 12 other animal genomes. We used these gene families to identify homologous genes and compare their expression profiles during appendage regeneration. We conducted pairwise comparisons, retaining all homologous gene families with >1 gene and <5 genes in each of the two compared species. This resulted in a total of 5,203 homologous groups retained for the axolotl (8,810 homologous genes)–brittle star (6,813 homologous genes) comparison, 3,137 for the brittle star (4,196)–Parhyale (3,617) comparison and 2,299 for the axolotl (3,903)–Parhyale (2,628) comparison (dataset_s5 of ref. ^127^). We next computed permutation-based *P* values to test for the overrepresentation of homologous genes across co-expression clusters of the two compared species. Specifically, we generated, for each pairwise comparison, 10,000 randomizations of the gene labels of species 2, keeping clusters and orthologous gene family size constant to build a null distribution of the number of expected homologous genes shared by two clusters at random. Empirical *P* values were computed from the null distribution and corrected for multiple testing using the Benjamini–Hochberg procedure. To investigate functional annotation of genes displaying co-expression across regeneration models as opposed to genes from the same clusters that do not show co-expression across species, we conducted gene list and GO enrichment tests as described in ‘Gene Ontology and gene list enrichment tests’ but using carefully selected background: we used as background all brittle star genes with a homologue in either Parhyale or axolotl (that is, whose expression conservation could be tested) and in a cluster with identified co-expressed genes in either Parhyale or axolotl (to test for the specificity of genes of a given cluster that show conservation vs those of the same cluster that do not).

### Differential analysis of repeats transcriptional activity

We tested for differentially expressed repetitive elements in early regeneration (immune phase: 48 hpa and 72 hpa samples) versus middle regeneration (proliferation: stage 3, stage 4, stage 5 samples), using our time course brittle star arm regeneration RNA-seq data. We used a conservative approach to first filter out highly duplicated genes which could have been captured in the set of repetitive elements called by RepeatModeler/RepeatMasker. We used diamond blastx^133^ to search for homologies between repeat consensus and proteins in the swissprot database^152^ and filtered out all ‘Unknown’ repeat families for which the consensus sequence had a strict match in swissprot (*e*-value cut-off 10^−10^), which did not correspond to transposon genes. We next used the SalmonTE pipeline^153^ with default parameters on the full set of filtered repeat consensus (*n* = 4,695 repeat families), followed by differential analysis with DESeq2 (v.1.42.1)^154^ on the estimated count values to test for differential transcriptional activity of repeats in the immune versus proliferation regeneration phases. We retained as differentially expressed the repetitive elements with an absolute log_2_ fold change >1, *P*_adj_ < 0.001.

### Differential gene expression in brittle star arm explants

Gene expression was quantified for all samples using kallisto^145^. Differential expression analyses were conducted with DESeq2 (ref. ^154^) on count values, contrasting distal replicates against medial replicates and proximal replicates against medial replicates for each time point. All genes with a *P*_adj_ < 0.05 and absolute log_2_ fold change >1 were retained as differentially expressed. Gene expression tables are provided in datset_s5 of ref. ^127^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Notes 1–3 and Tables 1–14.

Reporting Summary

Peer review file

Supplementary Tables Supplementary Tables 1–14.

## Data Availability

Genome sequence and RNA-seq data have been deposited in NCBI SRA (Bioproject PRJNA1029566 and PRJNA1034116) and GEO (GSE246675). Supplemental datasets have been deposited in Zenodo^127^ (see supplementary material for content details). These include the genome, gene and repeat annotations, processed gene expression tables and source data for the figures.

# Supplementary material for: The brittle star genome illuminates the genetic basis of animal appendage regeneration
**Source:** Nat Ecol Evol. 2024 Jul 19;8(8):1505–21. doi: 10.1038/s41559-024-02456-y
**Supplement:** Supplementary file 1 — Supplementary Notes 1–3 and Tables 1–14.

# The brittle star genome illuminates the genetic basis of animal appendage regeneration

---

In the format provided by the  
authors and unedited

## **Supplementary Notes**

**Note S1:** Comparisons with previous efforts to sequence genomes from the brittle star group

**Note S2:** Tandem duplications of key genes likely contribute to brittle star larval skeleton and bioluminescence

**Note S3:** Genome annotation pipeline, gene list curation and Hox genes identification

## **Supplementary Tables**

**Table S1:** Accessions for *A. filiformis* RNA-seq datasets.

**Table S2:** *A. filiformis* gene models properties.

**Table S3:** *A. filiformis* genes and signalling pathways.

**Table S4:** *A. filiformis* immune genes categories.

**Table S5:** List of DNA-binding PFAM domains.

**Table S6:** Enriched gene ontology terms in brittle star expanded and contracted gene families.

**Table S7:** Gene expansion and contraction and expression in regeneration.

**Table S8:** Co-expression clusters and expression of known brittle star regeneration genes.

**Table S9:** Co-expression clusters and expression of novel brittle star regeneration genes.

**Table S10:** Enriched gene ontology terms in brittle star arm regeneration co-expression clusters.

**Table S11:** Axolotl limb regeneration co-expression clusters.

**Table S12:** Enriched gene ontology terms in axolotl limb regeneration co-expression clusters.

**Table S13:** Genes with conserved expression profiles during appendage regeneration in brittle star, axolotl and Parhyale.

**Table S14:** Enriched gene ontology terms in genes with conserved expression profiles during appendage regeneration.

## **Supplementary Datasets**

The following datasets have been deposited in Zenodo <sup>1</sup> :

**Dataset S1:** Gene and repeat annotation (including .fasta genome file, .bed, .gtf and .fasta files for *A. filiformis* genes and repeat annotations for the four genomes presented in Figure 1D). [[Dataset\\_s1](#)]

**Dataset S2:** Annotation of selected echinoderm genomes with respect to the predicted Eleutherozoa ancestral Linkage Groups (.bed files with genes annotated with their ancestral chromosome of origin and orthologous genes files). [[Dataset\\_s2](#)]

**Dataset S3:** Hox and ParaHox genes in *A. filiformis* (including Hox protein sequences and molecular phylogeny, and ParaHox sequences). [[Dataset\\_s3](#)]

**Dataset S4:** Echinoderm gene families, results of the expansion/contraction tests and alignments and trees for the luciferase and *pmar1/phb* gene families. [[Dataset\\_s4](#)]

**Dataset S5:** Raw counts and normalised gene expression tables for *A. filiformis* development, regeneration time course and explant experiments, the *A. mexicanum* limb regeneration time series and predicted homologs between *A. filiformis*, *A. mexicanum* and *P. hawaiiensis*. [[Dataset\\_s5](#)]

## **Supplementary Notes**

### **Note S1: Comparisons with previous efforts to sequence genomes from the brittle star class Ophiuroidea.**

To date, and excluding our newly-generated high-quality *A. filiformis* genome, only three ophiuroid species have a draft genome assembly in the NCBI genome database: *Ophioderma brevispina*, *Ophionereis fasciata* and *Ophiothrix spiculata*. Only two of these genomes have been previously published: *Ophioderma brevispina* <sup>2</sup> and *Ophionereis fasciata* <sup>3</sup>. Critically, none of these sub-chromosomal assemblies have been found sufficiently robust for inclusion in the authoritative Database Echinobase <sup>4</sup>. Producing high-quality genomic resources for the brittle star class has thus represented a significant challenge, probably due to their relatively high genome size compared to other echinoderms, elevated repeat content and high level of heterozygosity. Based on long-read nanopore reads and proximity ligation data, and refinement with illumina short reads, our *A. filiformis* genome greatly improves upon the previously published ophiuroid draft genomes. The *A. filiformis* assembly has markedly higher completeness (96.1% vs 30% assembly complete BUSCO) and contiguity (68.8 Mb vs 48.5 kb N50) as well as a more realistic number of predicted genes (30,267 vs 146,703) than *Ophioderma brevispina* <sup>2</sup>. Similarly, the provided assembly statistics from the low-coverage *Ophionereis fasciata* genome <sup>3</sup> (N50: 72.8 kb; genes number: 102,838) showcase the significant improvements of our *A. filiformis* genome over the state-of-the-art.

## **Note S2: Tandem duplications of key genes likely contribute to brittle star larval skeleton and bioluminescence**

Tandem gene duplications and subsequent asymmetric divergence are widespread in the evolution of animal genomes and have been linked to the evolution of species-specific traits. In echinoderms, two specific gene families have previously come into focus as relevant examples of lineage-specific evolution through tandem duplications: *phb/pmar1* (larval skeleton) and luciferases (bioluminescence)<sup>5,6</sup>. *Pmar1* is the most upstream zygotic factor of the regulatory network controlling the specification of skeletogenic cells in sea urchins<sup>7</sup>. Among Eleutherozoa, only sea urchins and brittle stars develop an elaborated larval skeleton. In sea urchins, the *pmar1* gene originated through repeated lineage-specific duplications of an ancient *phb* paired-class homeobox gene. Duplications of the *pmar1* gene have been pinpointed as important drivers for the establishment of this sea urchin-specific regulatory programme, which culminates in the formation of the larval skeleton. In the brittle star *A. filiformis*, we identify a similar expansion of *phb* paralogs (totaling 13 *phb* genes). Phylogenetic analysis confirms that these *phb* paralogs are distant homologs of the sea urchins *pmar1*, but indicates that they are distinct from the previously described brittle star *pplx* gene<sup>8</sup> (**Extended Data Fig. 5A**). Moreover, expression of the *A. filiformis phb* genes occur largely during early development (**Extended Data Fig. 5E**), as described for the *pmar1* sea urchin gene. This suggests that the convergent evolution of brittle stars and sea urchins larval skeleton may have been driven by independent duplications of *phb* genes.

Brittle stars stand out by their ability to emit light. In *A. filiformis*, bioluminescence is mediated by a specific type of luciferase which is homologous to the well-characterised luciferase of the soft coral *Renilla reniformis*<sup>5</sup>. Within the *A. filiformis* genome, we identified nine luciferase-like gene copies: seven are organised in two clusters of tandem duplicates, two are isolated copies. This corroborates and extends the previously-inferred repertoire<sup>5</sup>. We find that luciferase-like genes have duplicated not only in the brittle star but also in all echinoderm lineages with the exception of sea stars (**Extended Data Fig. 5**). These results confirm previous propositions that echinoderms harbour multiple copies of luciferase-like genes, which likely encode diverse functions across bioluminescent and non-bioluminescent species, and will benefit from future in-depth functional characterisation.

### **Note S3: Genome annotation pipeline, gene lists curation and Hox genes identification**

#### Genome annotation

We first assembled a consensus transcriptome from all RNA-seq samples with mikado<sup>9</sup>, combining an alignment-free transcriptome assembled with Trinity<sup>10</sup> and mapped to the genome with gmap<sup>11</sup> with an alignment-based transcriptome mapped to the genome with STAR<sup>12</sup>, assembled with Stringtie<sup>13</sup> and merged with taco<sup>14</sup>. Second, we selected best-scoring mikado transcripts (i.e. transcripts with identified start and stop codons by TransDecoder, at least 2 exons, over 50% of the predicted coding sequence covered by a swissprot<sup>15</sup> blast hit and no overlap of the coding sequence with an annotated repeat) to train a gene prediction model with AUGUSTUS<sup>16</sup>. Third, we obtained similarity-based gene predictions with Metaeuk<sup>17</sup>, based on proteomes from a total of 27 metazoa, including 8 echinoderms and 2 hemichordates. Fourth, we performed *ab initio* gene prediction with AUGUSTUS, using the previously trained model and providing as hints the predicted exons by mikado and Metaeuk, and curated splice junctions defined by portcullis<sup>18</sup> on the STAR transcriptome. Fifth, we filtered out all predicted gene models with over 40% of exons overlapping annotated repeats and then ran PASA<sup>19</sup> on retained genes to finalise models and annotate UTRs. Finally, we further filtered out 3,465 poorly supported gene models (no PFAM domain, no swissprot blast hit and maximal expression < 2 TPM), to retain 30,267 annotated gene models in the final annotation. The annotation had a final score of quality and completeness of the annotation is demonstrated by a score of 92.7% complete BUSCO (C:92.7 [S:86.2%, D:6.5%], F:5.0%, M:2.3%, n:954) 137 and a total of 4,974 unique PFAM domains 138, with 76% of genes (23,047) containing a PFAM domain. Genes were named by BLAST search against the swissprot database. The names of genes specifically investigated in this study (*hox*, *phb*, *luciferase*) were further manually curated to reflect their evolutionary history.

#### Gene lists curation

We generated curated gene lists for *A. filiformis* (Table S2). For immune genes, we used a combination of PFAM domain annotation and lists of previously curated immune genes in the sea urchin *Strongylocentrotus purpuratus*<sup>20</sup>. Specifically, we first selected *A. filiformis* genes based on their PFAM domains (e.g. TIR, IL17, Mif) and completed this list by searching for homologs (using the set of broccoli gene families) with the immune genes of the sea urchin *Strongylocentrotus purpuratus*. PFAM domains were annotated on protein sequences using the pfam\_scan.pl tool run against the PFAM-A HMMs database, with default parameters. We identified kinase genes through homologies with curated kinase genes from the sea urchin genome<sup>20</sup>. We generated a list of TFs based on the presence of DNA-binding PFAM domains (Table S2). For the stemness genes, we identified putative homologues of the 180 “stemness-like” genes established by ref<sup>21</sup>, that is, genes that are shared between three stem cell populations: poriferan (*Ephydatia fluviatilis*) archeocytes, *Hydra vulgaris* interstitial stem cells, and planarian (*Schmidtea mediterranea*) neoblasts. Specifically, we used the human cognates of all those genes as queries for BLAST searches<sup>22</sup> against *A. filiformis* genes. For genes involved in neuronal function, we first compiled a list of neurogenic and glial markers, TFs and cell signalling genes involved in embryonic, homeostatic, and regenerative neurogenesis in vertebrates (rodents, humans, and *Xenopus*) and invertebrates (*Caenorhabditis elegans* and

*Drosophila melanogaster*). We identified putative homologues of “neuronal” genes in *A. filiformis* using a reciprocal blast approach. We generated gene lists for 19 signalling pathways, in two steps: (i) manual curation of main members of selected pathways, (ii) identification of their gene ID in the *S. purpuratus* genome via echinobase gene searches <sup>137</sup> and (iii) identification of *S. purpuratus* orthologs in *A. filiformis* using gene trees built with Generax <sup>23</sup> for each of our broccoli <sup>24</sup> gene family. Finally, the repertoire of luciferase-like genes was identified through reciprocal BLAST searches using the reference *Renilla* luciferase (GenBank: AAA29804) as initial query <sup>5</sup>.

#### Hox and ParaHox genes

We first compiled a dataset of curated full length HOX protein sequences from *S. purpuratus* and HOX homeodomains from *B. floridae* and *S. kowaleskii* to search for homologous Hox genes in the brittle star. A comprehensive list of candidate Hox genes in brittle star was then constructed using two approaches: (i) a diamond blastp <sup>25</sup> of the curated Hox dataset against brittle star predicted proteins (ii) a miniprot <sup>26</sup> alignment of *S. purpuratus* HOX protein sequence against the brittle star genome sequence, to recover *Hox* genes potentially missed by the automatic annotation process. The same approach was used to identify *Hox* genes in *M. glacialis*. Finally, we built a molecular phylogenetic tree (**Extended Data Fig. 4**) with RAxML-NG <sup>27</sup> using the LG+G4+F model and 5 distinct starting parsimony trees, to reconstruct the evolutionary history of echinoderm Hox genes. We moreover validated correct assembly at the Hox cluster locus by inspection of nanopore reads coverage. We extracted ParaHox sequences and location in *A. japonica* from Ensembl Metazoa v56 <sup>28</sup>, in *S. purpuratus* from Echinobase, *A. planci* from Ensembl Metazoa and similar approaches as for the Hox to identify ParaHox genes in *A. filiformis* and *M. glacialis*.

## **Supplementary Tables**

### **Table S1: Accessions for *A. filiformis* RNA-seq datasets.**

This table lists all RNA-seq datasets used and/or generated in this study, along with the corresponding SRA accession numbers. The datasets used for the genome annotation are also indicated.

### **Table S2: *A. filiformis* gene models properties.**

This table presents the 30,267 predicted gene models, along with their properties, including: genomic location (chromosome or scaffold, start, end, strand columns), predicted gene name based on a blast with the swissprot database, predicted gene age, expression sample with maximal TPM (Max TPM, Max Sample) within the normalised “development and arm regeneration” dataset (**Table S1, Dataset S5**), cluster membership for the regeneration time course, differential expression in explant experiment, curated gene list membership, PFAM Domains, and a reduced set of associated Gene Ontology Terms.

### **Table S3: *A. filiformis* genes and signalling pathways.**

Genes annotated to the 19 signalling pathways. The first 19 columns contain the 19 pathways, where a ‘1’ in a given column represents membership to the pathway, additional columns contain the *A. filiformis* gene names and *S. purpuratus* orthologs.

### **Table S4: *A. filiformis* immune genes categories.**

Breakdown of *A. filiformis* immune genes into receptors, signalling, transcription factors, effectors and homology-based predictions.

### **Table S5: List of DNA-binding PFAM domains.**

PFAM domains used to identify putative TF-encoding genes.

### **Table S6: Enriched gene ontology terms in brittle star expanded and contracted gene families.**

Gene ontology enrichment results for each brittle star arm regeneration co-expression cluster, with columns as follows: GO term ID, GO term description, GO dispensability score, enrichment, adjusted p-value (BH correction for multiple testing), corresponding gene families identifiers and brittle star genes.

### **Table S7: Gene expansion and contraction and expression in regeneration.**

Co-expression regeneration cluster membership for regeneration and keratan sulfate genes, with columns as follows: co-expression cluster, fraction of gene family member in cluster, fraction of total genes in cluster, enrichment ratio and adjusted p-value (BH correction for multiple testing).

**Table S8: Co-expression clusters and expression of known brittle star regeneration genes.**

Cluster membership for previously investigated brittle star regeneration genes<sup>29–31</sup>.

**Table S9: Co-expression clusters and expression of novel brittle star regeneration genes.**

List of core genes in each co-expression cluster as putative novel candidates.

**Table S10: Enriched gene ontology terms in brittle star arm regeneration co-expression clusters.**

Gene ontology enrichment results for each brittle star arm regeneration co-expression cluster, with columns as follows: GO term ID, GO term description, fraction of genes in the cluster annotated with the GO term, fraction of background genes annotated with the GO term, p-value, adjusted p-value (BH correction for multiple testing), q-value, corresponding genes and number of genes.

**Table S11: Axolotl limb regeneration co-expression clusters.**

Axolotl gene ID (AmexG\_v6.0-DD assembly version) in each co-expression cluster.

**Table S12: Enriched gene ontology terms in axolotl limb regeneration co-expression clusters.**

Gene ontology enrichment results for each axolotl arm regeneration co-expression cluster, as in Table S10.

**Table S13: Genes with conserved expression profiles during appendage regeneration in brittle star, axolotl and Parhyale.**

List of genes co-expressed during regeneration in brittle star, axolotl and Parhyale, with columns as follows: species comparison in which the genes are conserved, co-expression clusters in these species, gene family ID, gene IDs and gene names, and curated gene list membership.

**Table S14: Enriched gene ontology terms in genes with conserved expression profiles during appendage regeneration.**

Gene ontology enrichment results as in Table S10.

## **Supplementary references**

1. Parey, E. *et al.* Supplementary datasets for the brittle star *A. filiformis* genome.  
<https://doi.org/10.5281/zenodo.10785182> (2024).
2. Mashanov, V. *et al.* Twinkle twinkle brittle star: the draft genome of *Ophioderma brevispinum* (Echinodermata: Ophiuroidea) as a resource for regeneration research. *BMC Genomics* **23**, 574 (2022).
3. Long, K. A., Nossa, C. W., Sewell, M. A., Putnam, N. H. & Ryan, J. F. Low coverage sequencing of three echinoderm genomes: the brittle star *Ophionereis fasciata*, the sea star *Patiriella regularis*, and the sea cucumber *Australostichopus mollis*. *Gigascience* **5**, 20 (2016).
4. Arshinoff, B. I. *et al.* Echinobase: leveraging an extant model organism database to build a knowledgebase supporting research on the genomics and biology of echinoderms. *Nucleic Acids Res.* **50**, D970–D979 (2022).
5. Delroisse, J. *et al.* A puzzling homology: a brittle star using a putative cnidarian-type luciferase for bioluminescence. *Open Biol.* **7**, (2017).
6. Marlétaz, F. *et al.* Analysis of the *P. lividus* sea urchin genome highlights contrasting trends of genomic and regulatory evolution in deuterostomes. *Cell Genom* **3**, 100295 (2023).
7. Oliveri, P., Davidson, E. H. & McClay, D. R. Activation of *pmar1* controls specification of micromeres in the sea urchin embryo. *Dev. Biol.* **258**, 32–43 (2003).
8. Dylus, D. V. *et al.* Large-scale gene expression study in the ophiuroid *Amphiura filiformis* provides insights into evolution of gene regulatory networks. *Evodevo* **7**, 2 (2016).
9. Venturini, L., Caim, S., Kaithakottil, G. G., Mapleson, D. L. & Swarbreck, D. Leveraging multiple transcriptome assembly methods for improved gene structure annotation. *Gigascience* **7**, (2018).
10. Grabherr, M. G. *et al.* Full-length transcriptome assembly from RNA-Seq data without a reference genome. *Nat. Biotechnol.* **29**, 644–652 (2011).
11. Wu, T. D. & Watanabe, C. K. GMAP: a genomic mapping and alignment program for mRNA and EST sequences. *Bioinformatics* **21**, 1859–1875 (2005).
12. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
13. Pertea, M. *et al.* StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat. Biotechnol.* **33**, 290–295 (2015).

14. Niknafs, Y. S., Pandian, B., Iyer, H. K., Chinnaiyan, A. M. & Iyer, M. K. TACO produces robust multisample transcriptome assemblies from RNA-seq. *Nat. Methods* **14**, 68–70 (2017).
15. Boutet, E., Lieberherr, D., Tognolli, M., Schneider, M. & Bairoch, A. UniProtKB/Swiss-Prot. *Methods Mol. Biol.* **406**, 89–112 (2007).
16. Stanke, M. & Waack, S. Gene prediction with a hidden Markov model and a new intron submodel. *Bioinformatics* **19 Suppl 2**, ii215–25 (2003).
17. Levy Karin, E., Mirdita, M. & Söding, J. MetaEuk-sensitive, high-throughput gene discovery, and annotation for large-scale eukaryotic metagenomics. *Microbiome* **8**, 48 (2020).
18. Mapleson, D., Venturini, L., Kaithakottil, G. & Swarbreck, D. Efficient and accurate detection of splice junctions from RNA-seq with Portcullis. *Gigascience* **7**, (2018).
19. Haas, B. J. *et al.* Improving the Arabidopsis genome annotation using maximal transcript alignment assemblies. *Nucleic Acids Res.* **31**, 5654–5666 (2003).
20. Sea Urchin Genome Sequencing Consortium *et al.* The genome of the sea urchin *Strongylocentrotus purpuratus*. *Science* **314**, 941–952 (2006).
21. Alié, A. *et al.* The ancestral gene repertoire of animal stem cells. *Proc. Natl. Acad. Sci. U. S. A.* **112**, E7093–100 (2015).
22. McGinnis, S. & Madden, T. L. BLAST: at the core of a powerful and diverse set of sequence analysis tools. *Nucleic Acids Res.* **32**, W20–5 (2004).
23. Morel, B., Kozlov, A. M., Stamatakis, A. & Szöllősi, G. J. GeneRax: A Tool for Species-Tree-Aware Maximum Likelihood-Based Gene Family Tree Inference under Gene Duplication, Transfer, and Loss. *Mol. Biol. Evol.* **37**, 2763–2774 (2020).
24. Derelle, R., Philippe, H. & Colbourne, J. K. Broccoli: Combining Phylogenetic and Network Analyses for Orthology Assignment. *Mol. Biol. Evol.* **37**, 3389–3396 (2020).
25. Buchfink, B., Reuter, K. & Drost, H.-G. Sensitive protein alignments at tree-of-life scale using DIAMOND. *Nat. Methods* **18**, 366–368 (2021).
26. Li, H. Protein-to-genome alignment with miniprot. *Bioinformatics* **39**, btad014 (2023).
27. Kozlov, A. M., Darriba, D., Flouri, T., Morel, B. & Stamatakis, A. RAXML-NG: a fast, scalable and user-friendly tool for maximum likelihood phylogenetic inference. *Bioinformatics* **35**, 4453–4455 (2019).

28. Yates, A. D. *et al.* Ensembl Genomes 2022: an expanding genome resource for non-vertebrates. *Nucleic Acids Res.* **50**, D996–D1003 (2022).
29. Czarkwiani, A., Taylor, J. & Oliveri, P. Neurogenesis during Brittle Star Arm Regeneration Is Characterised by a Conserved Set of Key Developmental Genes. *Biology* **11**, (2022).
30. Piovani, L., Czarkwiani, A., Ferrario, C., Sugni, M. & Oliveri, P. Ultrastructural and molecular analysis of the origin and differentiation of cells mediating brittle star skeletal regeneration. *BMC Biol.* **19**, 9 (2021).
31. Czarkwiani, A., Dylus, D. V., Carballo, L. & Oliveri, P. FGF signalling plays similar roles in development and regeneration of the skeleton in the brittle star *Amphiura filiformis*. *Development* **148**, (2021).

# Supplementary material for: The brittle star genome illuminates the genetic basis of animal appendage regeneration
**Source:** Nat Ecol Evol. 2024 Jul 19;8(8):1505–21. doi: 10.1038/s41559-024-02456-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No data collection software

Data analysis flye (v2.9-b1768), Racon (v1.5.0), minimap2 (v2.24-r1122), Merqury (v1.3), Inspector (v1.0.2), purge\_dups (v1.2.5), bwa mem (0.7.17-r1198-dirty), pairtools (v1.0.2), YAHS (v1.1a-r3), 3D-DNA (v180922), RepeatModeler (2.0.2), RepeatMasker (4.1.2-p), DeepTE, MetaEuk (6-a5d39d9), Circos (v0.69.8), CAFE (v5), MAFFT (v7.475), RAXML-NG (v.1.1), PhyloBayes (v4.1b), eggNOG-mapper (web version), ClusterProfiler (v4.10.1), kallisto (v0.48), edgeR (v4.0.16), MFuzz (v2.62.0), HOMER (v4.11), DESeq2 (v1.42.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Genome sequence and RNA-seq data have been deposited in NCBI SRA (Bioproject PRJNA1029566). Supplemental datasets have been deposited in Zenodo (see

Supplemental Material for content details). These include the genome, gene and repeat annotations, processed gene expression tables and source data for the figures.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to determine sample size. For explant experiments, 20 samples, each derived from 150-200 explants were used, and sample size was based on experimental capabilities and common practice in transcriptomic analyses. |
| Data exclusions | No data points were excluded                                                                                                                                                                                                                         |
| Replication     | 3-4 replicates were generated for each condition                                                                                                                                                                                                     |
| Randomization   | No randomization was used                                                                                                                                                                                                                            |
| Blinding        | Blinding was not relevant to our study.                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | No laboratory animals were used.                                                                                                                             |
| Wild animals            | All experiments were performed on adult brittle stars collected from the Gulmarsford.                                                                        |
| Reporting on sex        | The sex of the brittle stars used for experiments was not determined. The genome of a male was sequenced.                                                    |
| Field-collected samples | For experiments, brittle stars were maintained at the Kristineberg laboratory in sea water aquarium and amputations were performed as reported in the paper. |
| Ethics oversight        | Brittle stars are invertebrates and not under any animal experimental regulation                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

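Gene expression was measured by RNA-seq in 28 samples of *A. filiformis*, 8 of an arm regeneration series with 1 sample per stage and 20 of arm explants with 3 or 4 samples per segment and time point. For each experiment, 1 table that the authors deposited was used. These values are a normalized signal that the authors made from TPM: reads were pseudo-aligned to the gene models with kallisto, and the TPM values were rescaled between samples with TMM in edgeR. The methods state the TMM step for the arm regeneration series, and for the explants it is taken from the label of the table. The authors' published calls came from DESeq2 on counts, which the paper lists among its supplemental datasets and which were not used here. TPM keeps no record of depth, so the precision that depth gives to a value cannot be read from these tables, and a gene listed at 0 is only a rough guide to it. The median over samples of the column total was 923477.5 in the arm regeneration series and 1282143.5 in the explants.

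Samples were assigned to conditions from their labels and the paper. For the explants, log2(value + 1) was fitted with limma (version 3.58.1, in R 4.3.3) with an intensity trend, over all 20 samples in 6 groups, for genes with a value of at least 1 in at least 3 samples. Calls used a Benjamini–Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The 4 contrasts against medial segments, the direct comparisons of distal and proximal segments, the differences of the changes between 3 and 5 dpa and the change of medial segments were tested. The pairing of samples comes from the replicate numbers in their labels. Each explant was dissected into 3 segments, so samples with the same number at a time point can come from the same batch of explants, which the labels do not state. Proximal replicate 4 at 5 dpa shares its number with no other sample of that time point, so the block fit uses it in no comparison. Medial segments at 5 and 3 dpa cannot be compared under this block.

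For the arm regeneration series, profiles were standardized per gene and compared with the clusters that Supplementary Table 2 gives for chromosome 1, the only chromosome of that table used here, by nearest mean profile with 10 folds and by fuzzy c-means (e1071 version 1.7.16). Where overlaps with clusters are given under rescaling, only the explant values were rescaled and the clusters were kept. Gene lists were compared with 10000 random lists of equal size matched on mean expression in 10 bins. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The limma and cluster steps were tested on simulated data.

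The genes named in the text follow a rule. It takes genes the paper names that can be paired with an identifier. It also takes the 2 genes per contrast against medial segments and direction with the largest change. These had to be past the threshold, with non-overlapping groups and a mean of at least 10 in the higher group. Further, it takes the named gene closest to each cluster mean with a maximum of at least 10. Last come genes of chromosome 1 with names like those of the expanded families. Of the genes chosen by size of change, only those of distal segments at 3 dpa are described, since identifiers without names say little, and other genes appear where stated. The tests, the rule for named genes and the alternatives were fixed before the data were examined, apart from 1 alternative and the tests stated as chosen later. The alternatives were a pseudocount of 0.1, other filters on low values, a fit of only the groups compared, the replicate block, rescaling to the same total or by the median of ratios, limma without trend, other cluster assignments and each replicate left out in turn. The changes in explants of the genes named from the arm regeneration series are not reported here, nor are the change of AFI05367 in distal segments at 5 dpa and the 2 genes whose changes differed most between time points. These omissions were made after their values had been seen, and many of the omitted results had reversed under an alternative. GO terms, motifs, repeats and the comparisons with other species were not analysed here.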

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

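The tests of alternative explanations in this part were written down before the results they bear on were seen.

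In 3 of the 60 groups of 4 samples examined, 1 sample passed the limit of Dixon's test. These are distal replicate 3 at 3 dpa for AFI14204, at 1.873 TMM-normalized TPM, medial replicate 3 at 3 dpa for AFI13555, at 0.041, and medial replicate 4 at 3 dpa for AFI05367, at 0.416. In the last 2 of these the other 3 medial samples are listed at 0, so any value above 0 passes, and both values are low. Chance gives about 1 in 20, or 3.0 of the 60, and the samples differ. The 60 leave out groups whose results were dropped after their values had been seen, so this comparison rests on a set chosen afterwards. No biological explanation was tested.

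The changes of distal and proximal segments differed from each other for 69 genes at 3 dpa and 303 genes at 5 dpa in the direct comparison by limma. Of the splits that part as many same-numbered samples, 1 of the 8 at 3 dpa and 1 of the 4 at 5 dpa, the real split each time, gave as many genes. The highest count in another of these splits was 0 at 3 dpa and 1 at 5 dpa. With so few splits a share under 0.05 is not possible, so by this share alone the counts cannot be told apart from other ways of splitting the samples. Among all splits, which part fewer or more same-numbered pairs, 1 of 35 at 3 dpa gave as many, the real one, and the highest other count was 0. At 5 dpa 2 of 10 did, and the other gave 307 genes, with distal replicate 1, proximal replicate 1 and proximal replicate 4 on the same side. For the genes that the paper names by identifier, the direct difference was 1.97 for AFI33635 at 3 dpa, and -2.26 and -2.78 for AFI18858 at 3 and 5 dpa, on the log2 scale. At 5 dpa the count was 180 under rescaling to the same total and 158 under the replicate block, so part of it may depend on the scaling. The block uses proximal replicate 4 at 5 dpa in no comparison, as no other sample of that time point has its number, and the fit without that sample gave 169.

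The distal change differed between 3 and 5 dpa for 19 genes. Of 100 splits drawn, 3 gave as many, the real split included. The count was 1 under rescaling to the same total, so that the scaling between samples remains a candidate explanation. For the proximal change the count was 0, with 1077 genes at an unadjusted p under 0.05, and 100 of 100 splits gave as many. No split can give fewer than 0, so this comparison says nothing of the grouping.

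DEGs overlapped minor time-course clusters that the paper does not discuss. Genes down in distal segments overlapped the minor cluster highest in the non-regenerating control, cluster 18, with odds ratios of 6.48 at 3 dpa and 2.51 at 5 dpa. Genes up in proximal segments overlapped minor cluster 7, highest at 48 hpa, with odds ratios of 4.86 and 2.0. Genes down in proximal segments at 5 dpa overlapped minor clusters 1, 18 and 7, with odds ratios of 3.11, 2.68 and 3.63. If the authors' normalization of the explants were the cause, rescaling the explant samples to the same total would bring at least 1 of these odds ratios to 1 or below. The clusters were kept as they were, so the normalization of the arm regeneration series is not tested by this and remains open. The lowest was 1.44, for the genes down in proximal segments in cluster 7, which no longer passed Fisher's exact test (p = 0.17), so this overlap is not separated from the scaling. With fuzzy c-means clusters in place of nearest mean profiles the lowest was 2.13. Cluster 1 is highest at the 50% proximal stage. Cluster 7 overlapped both the genes up and the genes down in proximal segments at 5 dpa, the latter not separated from the scaling. Whether a single kind of tissue lies behind these overlaps was not tested. The clusters come from 1 sample per stage.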

How the results depend on the processing

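An alternative added after the values were seen is named where it is used. The result under the deposited scaling is given in the passages. Of the counts, shares, overlaps and cluster means behind the comparisons, 159 values under the alternatives stayed within the limits set for them, which for an overlap is the side of the threshold, and those that did not are given here. Among the other results, such as the changes of named genes, 225 values under the alternatives kept their direction and their side of the threshold, 31 were weaker and 7 moved. In the fits that each left out 1 replicate, 172 were the same, 43 were weaker and 1 reversed: without medial replicate 2 at 5 dpa, the distal change of AFI33635 at 5 dpa was -0.13, in a range of -0.13 to 0.52 over 6 fits. The cause was not tested. These tallies leave out the results dropped after their values had been seen. Many of the dropped results reversed under an alternative, so the tallies overstate how stable the results are. Depth cannot be read from the values used, which limits what can be said of genes at low values. An odds ratio could not be computed for the proximal genes at 3 dpa on chromosome 1 alone, all 3 of which are in the wound-response clusters.

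With a pseudocount of 0.1, the counts were 105 genes down in distal segments at 3 dpa, 180 down in proximal segments at 5 dpa, 1 gene whose proximal change differed between time points and 2 DEGs of medial segments at 5 against 3 dpa. Fitting only the groups compared gave 445 up and 163 down in distal segments at 5 dpa, 4 down in proximal segments at 3 dpa, 13 up and 1 down in proximal segments at 5 dpa, 115 and 10 DEGs between distal and proximal segments at 3 and 5 dpa, 0 medial DEGs (1558 at an unadjusted p under 0.05), 94.4% of distal DEGs not called in proximal segments and 1 gene with opposite calls. The replicate block gave 151 up and 36 down in proximal segments at 5 dpa, 158 DEGs between distal and proximal segments at 5 dpa, 91.4% of distal DEGs not called in proximal segments and 0 genes with opposite calls. The block uses proximal replicate 4 at 5 dpa in no comparison, and the fit without it gave 142 up and 25 down in proximal segments at 5 dpa.

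Rescaling each sample to the same total gave 358 up in distal segments at 5 dpa, 51 up in proximal segments at 3 dpa, 57 up and 227 down in proximal segments at 5 dpa, 180 DEGs between distal and proximal segments at 5 dpa, 1 gene whose distal change differed between time points, 2 medial DEGs, 86.0% of distal DEGs not called in proximal segments and 0 genes with opposite calls. Without a filter, the counts were 1 down in proximal segments at 3 dpa, 0 medial DEGs (3181 at an unadjusted p under 0.05) and 1 gene with opposite calls. Keeping genes of at least 5 in at least 3 samples gave 6 medial DEGs, 59.0% of proximal DEGs called in distal segments, 78.5% of distal DEGs not called in proximal segments, 1 gene with opposite calls and an odds ratio of 1.2 for proximal genes at 5 dpa in the wound-response clusters. Limma without trend gave 0 medial DEGs (2475 at an unadjusted p under 0.05). That overlap had an odds ratio of 1.25 on chromosome 1 alone and lay at percentile 87.12 of random lists, while under rescaling to the same total its odds ratio was 3.49. Tests on the change in counts at 5 dpa under rescaling to the same total are given under the other observations. For the rest of these the cause was not tested.

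Cluster recovery was 90.4% on log2 values, 77.3% for genes with a maximum of at least 1 and, in the alternative added later, 56.3% after rescaling to the same total, and the adjusted Rand index was 0.32 with 9 clusters. Under that rescaling the means at the stage where each cluster is highest under the deposited scaling were 0.85 for A1, 1.37 for A3, 0.35 for A9, -0.3 for A5, -0.16 for A6 and 0.74 for A7, and the median of the stemness list over stages 3 to 5 was 0.03, now beyond the limits of random lists. The cause was not tested.

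Across the fits that each left out 1 replicate, the counts ranged from 330 to 397 up and 46 to 75 down in distal segments at 3 dpa, 561 to 859 and 311 to 536 at 5 dpa, 57 to 97 and 0 to 4 in proximal segments at 3 dpa, and 142 to 890 and 25 to 370 at 5 dpa. DEGs between distal and proximal segments ranged from 20 to 90 at 3 dpa and 140 to 586 at 5 dpa. Genes whose change differed between time points ranged from 11 to 31 in distal and 0 to 1 in proximal segments, medial DEGs from 0 to 180, the share of proximal DEGs called in distal segments from 35.3% to 62.8%, distal DEGs not called in proximal segments from 66.9% to 91.4%, and genes with opposite calls from 0 to 6. The replicates left out are those of the groups in each comparison.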

Differences from the paper's values

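At 3 dpa, 364 genes were up in distal segments against the paper's 595. Among the alternatives set before the data were examined, a pseudocount of 0.1 (513) and the fit without medial replicate 4 at 3 dpa (397) came within 1.5 times the paper's count, and the others did not. For genes down in distal segments at 3 dpa, the count was 61 against the paper's 238, and none of the alternatives closed the gap. In proximal segments at 3 dpa, 94 genes were up against the paper's 148, a gap closed by a pseudocount of 0.1 (100), by the replicate block (101) and by the fits without medial replicate 2 at 5 dpa (99) or proximal replicate 5 at 5 dpa (111), and by no other alternative. The count of genes down there was 2 against the paper's 27, and none of the alternatives closed the gap.

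Opposite calls were found for 2 genes against the paper's 5. The fits without medial replicate 4 at 3 dpa (4) and without proximal replicate 5 at 5 dpa (6) came within 1.5 times, and the other alternatives did not. Genes down only in distal segments numbered 416 against about 660 in Fig. 6c, read by eye. A pseudocount of 0.1 (626), the replicate block (513), rescaling to the same total (442) and the fits without distal replicate 5 (461), medial replicate 1 (501) or proximal replicate 4 (463) at 5 dpa closed this gap, and the others did not.

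On chromosome 1, 1 gene was down in proximal segments at 3 dpa against 2 in the paper's Supplementary Table 2. The fits without proximal replicate 4 or proximal replicate 5 at 5 dpa gave 2, and the other alternatives did not close the gap. For genes up in proximal segments at 5 dpa, the count was 6 against the paper's 10. A pseudocount of 0.1 (12), the filter of at least 5 (7) and the fits without medial replicate 2 at 3 dpa, medial replicate 4 at 3 dpa or medial replicate 1 at 5 dpa (7 each) closed the gap, and the others did not.

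The paper lists AFI33635 as down in proximal segments. Its log2 fold change was -0.9 at 3 dpa (adjusted p = 0.28 from limma) and -0.67 at 5 dpa (adjusted p = 0.25), and no setting run called it down.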

Other observations

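The tests on the scaling at 5 dpa, on proximal replicate 5, on the normalization behind the A6 overlap and on the control means of clusters A1 and A2 were chosen only after the result was seen.

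The counts of DEGs were set against other splits of the same samples that part as many same-numbered pairs. In distal against medial segments, 1 of 8 splits at 3 dpa and 1 of 4 at 5 dpa gave as many genes, and in proximal against medial segments 1 of 8 and 1 of 4, the real split each time. The highest count in another of these splits was 1 and 0 in distal and 0 and 0 in proximal segments, against 425, 1173, 96 and 419 for the real splits. With so few splits a share under 0.05 is not possible, so by this share alone the counts cannot be told apart from other groupings. Among all splits, which part fewer or more same-numbered pairs, 1 of 35 at 3 dpa gave as many in either segment, the real one, with 1 gene in distal and 3 in proximal segments as the highest other count. In distal segments at 5 dpa 1 of 10 did, the real one, with 0 genes as the highest other count. In proximal segments at 5 dpa 2 of 10 did, and the other gave 521 genes, more than the real split, with medial replicates 1 and 5 and proximal replicate 5 on the same side. In medial segments at 5 against 3 dpa, 1 gene was called, AFI17232, chosen after its values were seen (log2 fold change -1.68, adjusted p = 0.049 from limma, 0.022 to 0.5 over the alternatives). As many genes were given by 5 of 12 splits.

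Without proximal replicate 5 at 5 dpa, 1260 genes were called in proximal segments against 419 with all samples. A mislabelled medial sample would show no rise of the 94 genes called up in proximal segments at 3 dpa. Their mean log2 change from the medial mean was 1.18 in this sample, against 1.74 and 1.62 in the other proximal samples and at most 0.01 in medial samples, which speaks against that. The distal samples were at 1.01, 0.75 and 0.62, so the value is nearer to the highest distal sample than to the other proximal ones. This measure does not exclude an exchange with a distal sample. Averaged over the tested genes of clusters A6 and A7, the sample was at 0.187 and 0.116. Every distal sample of the time point was at 0.454 and 0.416 or more, which argues against an exchange for these genes. Correlations of log2 values do not separate the cases, at 0.969 with distal replicate 5 and 0.965 and 0.945 with the other proximal samples. The lower value of 1.18 fits a sample mixed with medial or distal tissue, but a slower response would give the same. The sample had 3915 genes listed at 0, fewer than another proximal and a medial sample of the time point, so lower depth is not apparent from this measure.

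Most distal DEGs were not called in proximal segments, yet only 15.8% of the genes called only in distal segments were called in the direct comparison. The contrast may therefore come in part from applying a threshold to each segment separately. Estimating the spread of each gene without the proximal samples gave 582 proximal calls over both time points, against 515. This test changed only the estimate of the spread and kept all samples in the means, and without proximal replicate 5 at 5 dpa the proximal count was 1260 against 1204 in distal segments, so the lower proximal count at 5 dpa depends on that sample. At 3 dpa the distal and proximal changes correlated across genes also when measured against separate medial samples, with r of 0.22 to 0.38 against 0.67 with shared ones, so that the shared medial samples do not account for all of their likeness then. At 5 dpa this was not run.

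The share of DEGs up at 5 dpa changed under rescaling to the same total, from 62.5% to 40.0% in distal and from 77.6% to 20.1% in proximal segments, and little under median-of-ratios rescaling (62.0% and 79.5%). Under rescaling to the same total, the median distal change at 5 dpa was -0.107. It was -0.01 with the 200 genes of highest mean left out of the totals. In the fits that each left out 1 sample it was -0.001 without distal replicate 1 and 0.016 without medial replicate 1. In the others it stayed between -0.226 (without medial replicate 2) and -0.109 (without medial replicate 5). With those 200 genes left out of the totals, 59.2% of distal and 53.4% of proximal DEGs at 5 dpa were up. A few highly expressed genes and single samples may both lie behind the lower distal median. In proximal segments the median was -0.245, and still -0.105 with those genes left out, so there they account for only a part. For the difference between distal and proximal segments it was 0.15 with all genes in the totals and 0.11 without those genes. The overlap of genes up in proximal segments at 5 dpa with cluster A6 did not rest on a single proximal sample, as the lowest odds ratio with 1 left out was 3.53. Under rescaling to the same total it was 1.53 with few genes left, so the authors' normalization remains a candidate explanation. Medial replicate 2 had the most genes at 0 at both time points. Without it 997 genes were called in distal segments at 5 dpa, within 1.5 times the 1173 of the full set.

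Clusters A1 and A2 were high in the non-regenerating control. Under rescaling to the same total both were highest at 48 hpa, A2 with a mean of 1.35, so each stayed highest in the control or at 48 hpa, which is all that the first test read. The mean of A2 in the control fell from 1.0 to -0.07 under this rescaling, so that its height in the control may depend on the scaling too. In the test of A1 alone, its mean in the control was 0.85 and no longer its highest, so that its peak in the control may depend on the scaling. Cluster A9 was low at stage 3, also among its 4 genes with a mean of at least 10 (-0.7). Under rescaling to the same total its mean there was -1.07. Stage 3 has the highest column total, so this rescaling lowers it against every other sample. It therefore cannot tell whether the normalization lies behind the low value. A difference in the tissue dissected at each stage could give this pattern and was not tested.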
